# Depletion of Scleraxis-lineage cells during tendon healing transiently impairs multi-scale restoration of tendon structure during early healing

**DOI:** 10.1371/journal.pone.0274227

**Published:** 2022-10-14

**Authors:** Antonion Korcari, Samantha Muscat, Elizabeth McGinn, Mark R. Buckley, Alayna E. Loiselle

## Abstract

Tendons are composed of a heterogeneous cell environment, with *Scleraxis*-lineage (*Scx*^*Lin*^) cells being the predominant population. Although *Scx*^*Lin*^ cells are required for maintenance of tendon homeostasis, their functions during tendon healing are unknown. To this end, we first characterized the spatiotemporal dynamics of *Scx*^*Lin*^ cells during tendon healing, and identified that the overall *Scx*^*Lin*^ pool continuously expands up to early remodeling healing phase. To better define the function of *Scx*^*Lin*^ cells during the late proliferative phase of healing, we inducibly depleted *Scx*^*Lin*^ cells from day 14–18 post-surgery using the Scx-Cre; Rosa-DTR mouse model, with local administration of diphtheria toxin inducing apoptosis of *Scx*^*Lin*^ cells in the healing tendon. At D28 post-surgery, *Scx*^*Lin*^ cell depleted tendons (DTR^ScxLin^) had substantial impairments in structure and function, relative to WT, demonstrating the importance of *Scx*^*Lin*^ cells during tendon healing. Next, bulk RNAseq was utilized to identify the underlying mechanisms that were impaired with depletion and revealed that *Scx*^*Lin*^ depletion induced molecular and morphological stagnation of the healing process at D28. However, this stagnation was transient, such that by D56 tendon mechanics in DTR^ScxLin^ were not significantly different than wildtype repairs. Collectively, these data offer fundamental knowledge on the dynamics and roles of *Scx*^*Lin*^ cells during tendon healing.

## Introduction

Tendons are dense fibrous tissues that connect muscles to bones to enable skeletal movement and joint stability [1]. Such forces can be transmitted successfully due to tendon’s structure, which consists of a highly aligned and organized Collagen I rich matrix. Acute tendon injuries are significant since they account for approximately 30% of all musculoskeletal consultations and despite great advances in surgical and rehabilitation protocols, 30–40% of flexor tendon repairs still result in unsatisfactory outcomes [2–4]. After injury, tendons heal via the production of fibrotic scar tissue, characterized by abundant and disorganized extracellular matrix (ECM) [5–12]. Despite efforts to regain pre-injury structure via an on-going remodeling process, the imposed structural and functional deficits are largely permanent. Currently, there are signfiicant knowledge gaps related to the specific cell populations and biological mechanisms responsible for tendon healing [13], and as such, there is a paucity of pharmacological strategies to improve the healing process.

While recent studies have demonstrated heterogeneity of the adult tendon cell environment [7,14,15], nearly all cells in the adult tendon are encompassed by the Scleraxis (*Scx*)-lineage [7], with *Scx*, a basic helix-loop-helix transcription factor, being the most-well characterized tendon marker [16]. Recent work has demonstrated that the overall Scx-lineage pool (*Scx*^*Lin*^, as labelled using the non-inducible Scx-Cre) can be further broken down into different subpopulations during post-natal growth, adult homeostasis, and phases of the tendon healing process as shown using the Scx-Cre^ERT2^ driver [14], while other studies have demonstrated *de novo* activation of *Scx* in response to injury [17]. However, whether these subpopulations make distinct contributions to the healing process are unknown. To begin to address this, we recently demonstrated that depletion of *Scx*^*Lin*^ cells from adult tendon prior to injury improved the healing process [7]. Intriguingly, lineage tracing suggested that there was a new population of *Scx*^*+*^ cells that was transiently added to the overall *Scx*^*Lin*^ pool by D14 post-surgery such that *Scx*^*Lin*^ depletion prior to injury had minimal effect on the early phases of healing. In contrast, the impact of *Scx*^*Lin*^ depletion prior to injury was more profound during late healing (D28) with a concomitant reduction in the overall *Scx*^*Lin*^ pool, and functional improvements in healing. Taken together, although the above studies have shed some light on the potential temporally-distinct roles of the overall *Scx*^*Lin*^ pool in tendon healing, there are still significant knowledge gaps in terms of their temporal dynamics and time-dependent functions during tendon healing.

In this study, our first goal was to comprehensively define the dynamics of *Scx*^*Lin*^ cells during tendon healing. In specific, we focused on both adult *Scx*^*Lin*^ cells (cells that expressed *Scx* during adult tendon homeostasis) as well as cells that express *Scx* in response to the injury using the Scx-GFP reporter. Second, we hypothesized that *Scx*^*Lin*^ cells contribute to the bridging of tendon stubs via ECM synthesis, and thus, *Scx*^*Lin*^ depletion during the proliferative healing phase will significantly impair the composition, structure, and function of the newly formed bridging tissue.

## Materials and methods

### Mice

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health (Bethesda, MD, USA). All animal procedures were approved by the University Committee on Animal Research (UCAR) at the University of Rochester. *Scx-Cre (*MGI:5317938), *Scx-Cre*^*ERT2*^ [8,18] and *Scx*^*GFP*^ reporter [19,20] mice were generously provided by Dr. Ronen Schweitzer. *Scx*^*GFP*^ reporter mice trace and visualize all the cells that are actively expressing *Scx* at the time of harvest. Rosa-Ai9 (#007909) and Rosa-DTR^LSL^ (#007900) mice were obtained from the Jackson Laboratory (Bar Harbor, ME, USA). For the lineage-tracing studies, first, *Scx-Cre*^*ERT2*^ mice were crossed to Rosa-Ai9 to generate *Scx-Cre*^*ERT2*,*Ai9*^ (*Scx*^*LinAdult*^)mice. Next, homozygous *Scx-Cre*^*ERT2*,*Ai9*^ mice were crossed to *Scx*^*GFP/GFP*^ to generate *Scx-Cre*^*ERT2*,*Ai9*^*;Scx*^*GFP*^ reporter mice. These mice received three 100 mg/kg intraperitoneal (i.p.) tamoxifen (TMX) injections beginning seven days prior to FDL tendon injury and repair surgery to label and trace cells that actively expressed *Scx* during homeostasis (adult *Scx*^*Lin*^ cells), while ensuring that no subsequent labeling occurred during FDL tendon healing by introducing a washout period of four days between the last i.p. TMX injection and the tendon surgeries. In parallel, the GFP reporter in these mice allows for additional labeling and tracing of all cells that actively express *Scx* at the time of harvest. For the depletion studies, *Scx-Cre* mice were crossed to the Rosa-DTR^LSL^ mice to generate *Scx-Cre*^*+*^*; DTR*^*F/+*^, a model of broad *Scx*^*Lin*^ cell depletion (DTR^ScxLin^) [7,14], while *Scx-Cre*^*-*^*; DTR*^*F/+*^ mice were used as wildtype littermates controls (WT). Diphtheria toxin receptor (Rosa-DTR^LSL^) mice can be utilized to temporally ablate cell populations in a cell/tissue-type specific manner using Cre drivers [21]. The expression of DTR is inhibited prior to Cre-mediated recombination due to the presence of a STOP cassette flanked by loxp site (Loxp-STOP-Loxp; LSL). The STOP cassette is deleted due to the Cre-mediated recombination, which results in the expression of the DTR. In this case, DTR is expressed in the overall *Scx*^*Lin*^ pool. Administration of diphtheria toxin (DT) to these mice results in targeted cell death of the broad *Scx*^*Lin*^ pool. Both control (WT) and experimental animals (DTR^ScxLin^) received DT injections (100ng DT per mouse per day for 5 consecutive days) between D14 and D18 post-surgery and samples were harvested either at D28 or D56 post-surgery. All mouse studies were performed with 10–12 week-old male and female mice. All mouse work (injections, surgeries, harvests) were performed in the morning. Mice were kept in a 12 hr light/dark cycle.

### Flexor tendon repair

At 10–12 weeks of age, mice underwent complete transection and repair of the flexor digitorum longus (FDL) tendon in the hind paw as previously described [5]. Briefly, mice received an injection of sustained-release buprenorphine (1mg/kg). Next, they were anesthetized with Ketamine (60 mg/kg) and Xylazine (4 mg/kg). To reduce chances of rupture at the repair site, the FDL tendon was first transected at the myotendinous junction, and the skin was closed with a 5–0 suture. MTJ transection results in a transient decrease in loading, with reintegration of the MTJ observed by D7-10 post-surgery. Following sterilization of the surgery region, a small incision was made on the posterior surface of the hind paw, the FDL tendon was located and completely transected using micro spring-scissors. The tendon was repaired using an 8–0 suture and the skin was closed with a 5–0 suture. Following surgery, animals resumed prior cage activity, food intake, and water consumption.

### Paraffin histology and immunofluorescence

Hind paws from *Scx-Cre*^*ERT2*,*Ai9*^*;Scx*^*GFP*^ reporter mice were harvested prior to tendon surgeries, as well as at D7, 14, 21, 28, 35, and 42 post-surgery. Additionally, hind paws from *Scx-Cre; DTR*^*F/+*^ were harvested at D28 post-surgery. All hind paws were fixed in 10% neutral buffered formalin (NBF) at room temperature for 72 hr and were subsequently decalcified in Webb Jee EDTA (pH 7.2–7.4) for 14 days at room temperature, processed, and embedded in paraffin. Five-micron sagittal sections were utilized for analysis. For immunofluorescence staining, *Scx-Cre*^*ERT2*,*Ai9*^*;Scx*^*GFP*^ sections were stained with GFP (1:500, Cat#: MA5-15256, INVITROGEN, Waltham, MA), tdTomato (1:500, Cat#: AB8181, SICGEN, Cantanhede, Portugal), and α-SMA-FITC (1:500, Cat#: F3777, Sigma Life Sciences, St. Louis, MO). *Scx-Cre; DTR*^*F/+*^ repair sections were stained with Postn (1:300, Cat#: AB215199, ABCAM, Cambridge, United Kingdom). All sections were counterstained with the nuclear DAPI stain and imaged with a VS120 Virtual Slide Microscope (Olympus, Waltham, MA). Additionally, *Scx-Cre; DTR*^*F/+*^ repair sections were stained with Alcian blue/hematoxylin and Orange G (ABHOG) to assess tissue morphology and collagen deposition. Finally, *Scx-Cre; DTR*^*F/+*^ repair sections were further imaged using Second Harmonic Generation (SHG) imaging to facilitate collagen organization and deposition.

### Quantification of fluorescence

Fluorescent images scanned by the virtual slide scanner were quantified using Visiopharm image analysis software v.6.7.0.2590 (Visiopharm, Hørsholm, Denmark). Automatic segmentation via a threshold classifier was used to define and quantify specific cell populations based on cell number. For the uninjured tendon groups, an ROI at the midsubstance that encapsulates the majority of the tendon tissue was drawn. The total number of cells (DAPI), and the number of cells that express each marker of interest (*Scx*^*LinAdult*^*+*, *Scx*^*GFP*^*+*) was quantified, and each subpopulation was normalized by total cells per image. For the injured samples, an ROI was drawn to encapsulate both the scar tissue and tendon stubs. The number of fluorescent cells was quantified and normalized to the number of the total cell number (DAPI) to determine percentages of each cell type. For quantification of αSMA^+^ staining, the same ROI encapsulating both the scar tissue and tendon stubs was used, and the total image area and the αSMA^+^ area were measured. An n = 3–5 was used for all staining quantification, with each sample being an independent biological replicate.

### Quantification of biomechanical properties

FDL tendons at D28 post-surgery from DTR^ScxLin^ and WT groups were harvested from the hind paws. Under a dissecting microscope, each tendon was carefully separated at the myotendinous junction (MTJ). The tarsal tunnel was cut, and the tendon was released from the tarsal tunnel, isolated until the bifurcation of the digits and then cut and released. Any additional connective tissues (e.g., muscle) were removed under a dissecting microscope, and the tendon was prepared for uniaxial testing. Sandpaper was placed on each end of the tendon and glued together using cyanoacrylate (Superglue, LOCTITE). The tendon was periodically submerged in PBS to avoid any potential tissue drying. Next, gripped tendons were transferred into a semi-customized uniaxial microtester (eXpert 4000 MicroTester, ADMET, Inc., Norwood MA) [22–25]. The microtester was transferred to an inverted microscope (Olympus BX51, Olympus) to visualize the tendon and quantify the gauge length, width, and thickness. The gauge length of each sample was set as the end-to-end distance between opposing sandpaper edges and was set the same for all samples tested. The cross-section of the tendon was assumed as an ellipse, where the width and thickness of the tissue represents the major axis and the minor axes, respectively. Based on the measured width and thickness of each tendon, the area of the elliptical cross-section was computed. A uniaxial displacement-controlled stretching of 1% strain per second until failure was applied. Load and grip-grip displacement data were recorded and converted to stress-strain data, and the failure mode was tracked for each mechanically tested sample. Stiffness and peak load were calculated based on load-displacement curves, while tangent modulus and peak stress were calculated based on stress-strain curves. Note that this method of computing tangent modulus assumes that stress and strain are uniform within each specimen.

### RNA extraction, next generation sequencing (NGS), and data analysis of RNA-seq

FDL tendons (1 tendon per biological sample; N = 3 biological samples per genotype) were harvested at D28 post-surgery and flash frozen in liquid nitrogen. Total RNA was isolated using the Powermasher II (DIAGNOCINE) to homogenize the tissue. RNA was isolated from the extract using Trizol (Life Technologies, Carlsbad, CA) and the RNeasy Plus Micro Kit (Qiagen, Valencia, CA) per manufacturer’s recommendations. The total RNA concentration was determined with the NanoDrop 1000 spectrophotometer (NanoDrop, Wilmington, DE) and RNA quality assessed with the Agilent Bioanalyzer (Agilent, Santa Clara, CA). The RNA integrity number (RIN) for all harvested samples was 7.73 ± 0.22 (mean ± standard deviation). The TruSeq Stranded mRNA Sample Preparation Kit (Illumina, San Diego, CA) was used for next-generation sequencing library construction per manufacturer’s protocols. Briefly, mRNA was purified from 200 ng total RNA with oligo-dT magnetic beads and fragmented. First-strand cDNA synthesis was performed with random hexamer priming followed by second-strand cDNA synthesis using dUTP incorporation for strand marking. End repair and 3`adenylation was then performed on the double-stranded cDNA. Illumina adaptors were ligated to both ends of the cDNA and amplified with PCR primers specific to the adaptor sequences to generate cDNA amplicons of approximately 200–500 bp in size. The amplified libraries were hybridized to the Illumina flow cell and single end reads were generated for each sample using Illumina NovaSeq6000. The generated reads were demultiplexed using bcl2fastq version 2.19.0. Data cleaning and quality control was accomplished using FastP version 0.20.0. Read quantification was accomplished using subread-1.6.4 package (featureCounts). Data normalization and differential expression analysis of DTR^ScxLin^ relative to WT at a given time point was performed using DESeq2-1.22.1 with an adjusted p-value threshold of 0.05 on each set of raw expression measures. The ‘lfcShrink’ method was applied, which moderates log2 fold-changes for lowly expressed genes. DeSeq2 data was uploaded to *Enrichr* (https://maayanlab.cloud/Enrichr/) to perform pathway analysis of the DEGs in DTR^ScxLin^ vs WT. Additionally, StringDB (https://string-db.org/) was utilized to identify potential interactions between the DEGs.

### Statistical analysis

Experimental n was based on post-hoc power calculations from our previously published work [7–9]. Regarding the biomechanics of D28 and D56 timepoint, the experimental n reflects the number of samples that were included in the final analysis. A total of 8 out of 27 samples from D28 were excluded (4 due to rupture, 1 due to breakage during prep, and 3 due to slippage during tensile testing). As for D56, a total of 6 out of 18 tendons were excluded (3 due to rupture and 3 due to breakage during prep). GraphPad Prism was utilized to analyze quantitative data and is presented as mean ± standard deviation (Stdev). First, all datasets were assessed for normal distribution using the Shapiro-Wilk normality test. A Mann-Whitney test was utilized when data was not normally distributed (Modulus at D28 and D56). Student’s t-test was utilized to compare between normally distributed groups. Two-way ANOVA with Tukey’s post-hoc was used to assess differences in cell subpopulations at a given timepoint, while Dunnett’s multiple comparison test was used to assess differences in the proportion of a given cell population over time. Mice were randomly selected for specific experimental outcome metrics prior to surgery and quantitative data (ex. fluorescence quantification, biomechanics) were analyzed in a blinded manner. p values ≤ 0.05 were considered significant. * indicates p<0.05, ** indicates p<0.01, *** indicates p<0.001, **** indicates p<0.0001.

## Results

### *Scx*^*Lin*^ cells continuously expand during the proliferative phase of healing tendons with additonal cells expressing *Scx*

To understand the dynamics and contributions of *Scx*^*Lin*^ cells during both tendon homeostasis and healing, we utilized the inducible *Scx-Cre*^*ERT2*,*Ai9*^*; Scx*^*GFP*^ reporter **(Fig 1A)** mouse model. Our primary goals here were to understand how *Scx*^*LinAdult*^*+;Scx*^*GFP*^*+* and *Scx*^*GFP*^*+* cells compare to each other at different healing timepoints, how *Scx*^*LinAdult*^*+;Scx*^*GFP*^*+* cells change during the healing timecourse (D7 through D42 post-surgery) compared to injured controls, and finally, how *Scx*^*GFP*^*+* change during the healing timecourse compared to injured controls. We have also provided a comprehensive statistical testing list with all possible comparisons between cell populations and timepoints to answer other scientific questions regarding the dynamics of the above cell populations during homeostasis and healing (**S1 Table**).

**Fig 1:**
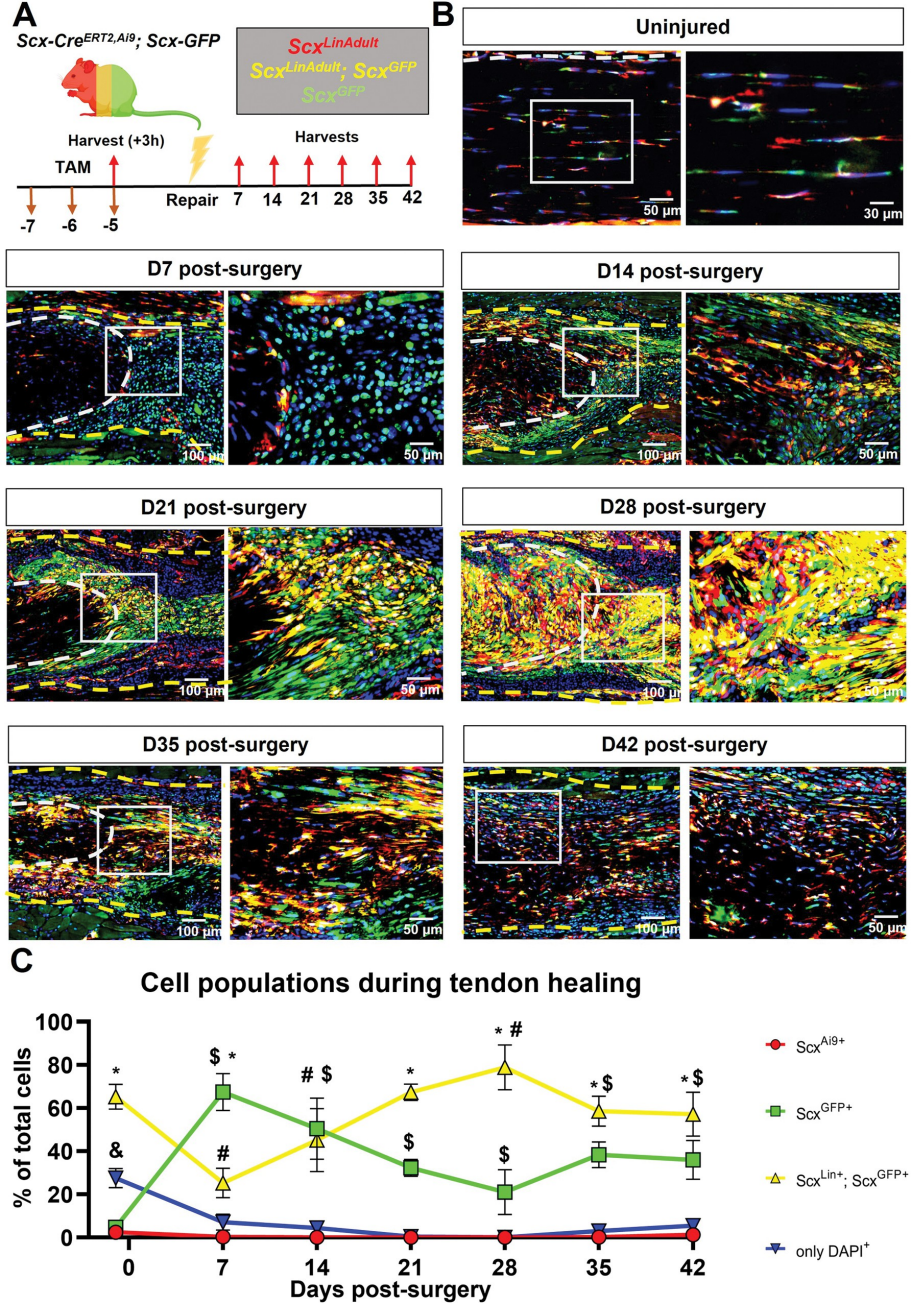
*Scx*^*Lin*^ cells continuously expand with additonal cells expressing *Scx* during tendon healing. **A.** Schematic of the mouse model used and timeline for tamoxifen injections, tendon surgeries, and tissue harvesting. **B.** Hind paws from *Scx-Cre*^*ERT2*, *Ai9*^*; Scx-GFP* were probed Red Fluorescence Protein (RFP), Green Fluorescence Protein (GFP), and were counterstained with the nuclear dye DAPI. **C.** Cell density of *Scx*^*LinAdult*^*+*, *Scx*^*GFP*^*+*, *Scx*^*LinAdult*^*+;Scx*^*GFP*^*+* and *only DAPI+*. White dashed lines represent the tendon stub. Yellow dashed lines represent the bridging tissue between the tendon stubs. per timepoint. N = 3–5 per timepoint. Significance was set to p<0.05. * represents a significant difference between *Scx*^*LinAdult*^*+;Scx*^*GFP*^*+* and *Scx*^*GFP*^*+* at any given timepoint. **$** represents a significant differences in the *Scx*^*GFP*^*+* population during healing relative to uninjured controls. **#** represents a significant difference in *Scx*^*LinAdult*^*+;Scx*^*GFP*^*+*during healing relative to uninjured controls. **&** represents a significant difference of only *DAPI+* compared to the rest of the cell populations at a given timepoint.

During homeostasis (10–12 weeks old), *Scx*^*LinAdult*^*+;Scx*^*GFP*^*+* cells were the predominant population (65.3% of total cells), followed by *Scx*^*LinAdult*^*-;Scx*^*GFP*^*- cells* (27.51% of total cells), *Scx*^*LinAdult*^*-;Scx*^*GFP*^*+* cells (4.72% of total cells), and finally *Scx*^*LinAdult*^*+;Scx*^*GFP*^*-* cells (2.47% of total cells) **(Fig 1B and 1C; S1 Table).** These data suggests that indeed the cell composition of homeostatic FDL tendons is heterogeneous with *Scx*^*LinAdult*^*+;Scx*^*GFP*^*+* cells being the predominant population.

By D7 post-surgery, a substantial shift in the composition of the tenocyte cell enviornment was observed, with *Scx*^*LinAdult*^*-;Scx*^*GFP*^*+* cells being the predominant population (67.4% of total cells), while *Scx*^*LinAdult*^*+;Scx*^*GFP*^*+* cells accounted for 25.24% of the total cells **(Fig 1B and 1C; S1 Table).** Interestingly, there was a continuous decrease in the proportion of *Scx*^*LinAdult*^*-;Scx*^*GFP*^*+* cells from D7 (67.4% of total cells) to D28 (21.03% of total cells) post-surgery. In parallel, the *Scx*^*LinAdult*^*+;Scx*^*GFP*^*+* population continuously expanded from D7 (25.24% of total cells) to D28 (78.88% of total cells) post-surgery. Finally, the overall *Scx*^*Lin*^ pool (defined as the sum of *Scx*^*LinAdult*^*+;Scx*^*GFP*^*+* and *Scx*^*LinAdult*^*+;Scx*^*GFP*^*-*) was substantially increased from homeostasis (72.48% of total cells) in response to injury at D28 post-surgery (99.92% of total cells) **(Fig 1B and 1C; S1 Table).**

From D35 through D42 post-surgery, the proportion of cells that were *Scx*^*LinAdult*^*+;Scx*^*GFP*^*+* progressively decreased (D35:58.49%; D42: 57.18% of total cells) toward the levels observed during homeostasis (65.23% of total cells) **(Fig 1B and 1C; S1 Table)**. In addition, at D35 and D42 there was an expansion of the *Scx*^*LinAdult*^*-;Scx*^*GFP*^*-* population **(Fig 1B and 1C; S1 Table)**. Taken together, these data suggest that during the late stages of healing, the cell composition of the healing tendon begins to shift back toward the composition that is observed during homeostasis.

### *Scx* expression is required for maintenance of myofibroblast (αSMA*+)* cells during tendon healing

We have previously shown that αSMA*+* myofibroblasts are primarily derived from the broad *Scx*^*Lin*^ pool during adult tendon healing [9]. To get a better understanding of the dynamics of αSMA*+* myofibroblast presence and their relationship to active *Scx* expression and the adult *Scx*^*LinAdult*^ pool during healing, we utilized the inducible *Scx-Cre*^*ERT2*,*Ai9*^*; Scx*^*GFP*^ reporter mouse model and tracked the dynamics between *aSMA+* and *Scx*^*GFP*^*+*(cells actively expressing Scx at the time of harvest) **(Fig 2A)** as well as *aSMA+* and adult *Scx*^*LinAdult*^*+* cells between D7 until D42 post-surgery **(S1 Fig).**

**Fig 2:**
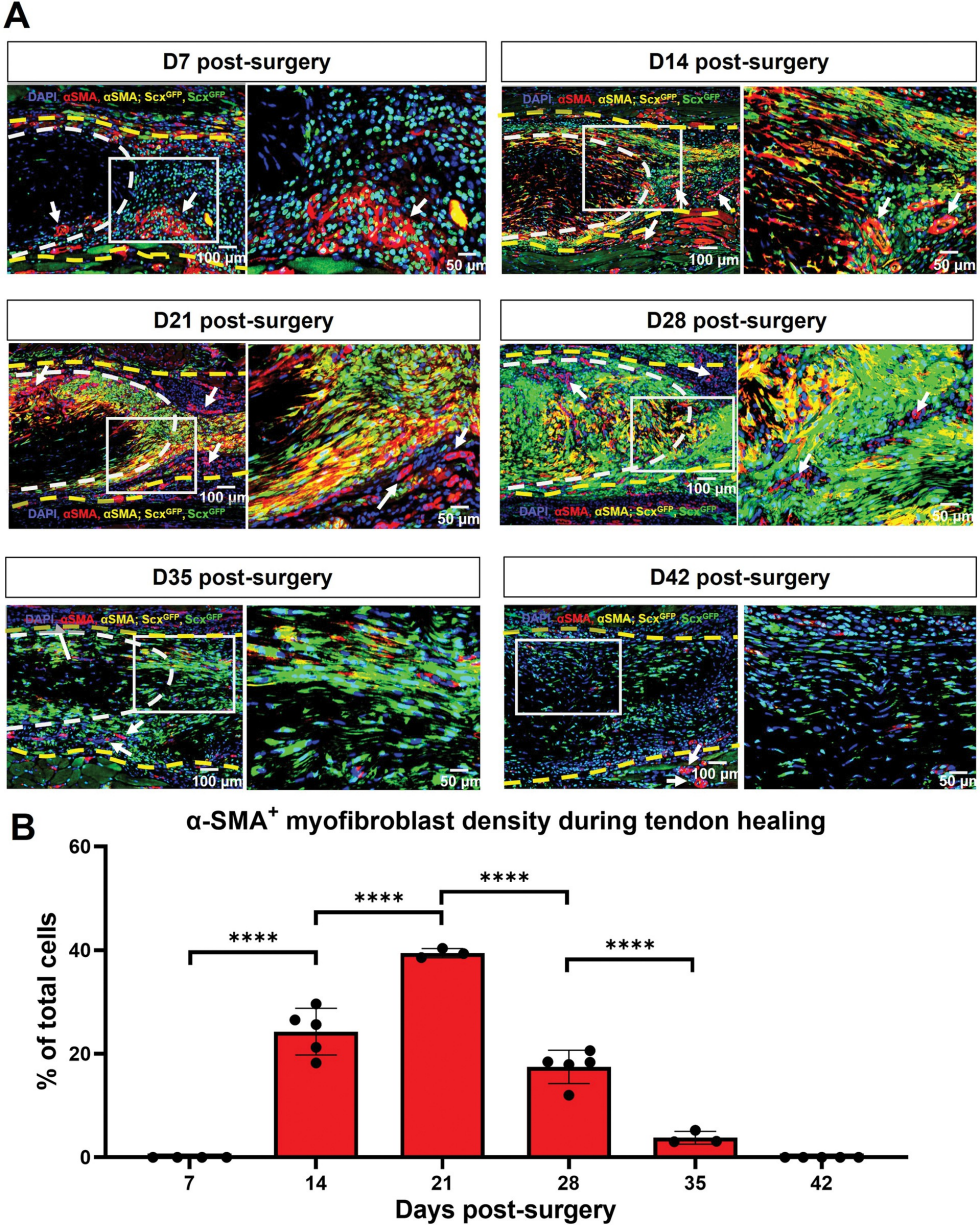
αSMA myofibroblasts are transiently present between D14 and D35 post-surgery and retain Scx expression. **A.** Hind paws from the *Scx-Cre*^*ERT2*,*Ai9*^*; Scx*^*GFP*^mice were probed with Green Fluorescence Protein (GFP) to visualize *Scx*^*GFP*^*+* cells, stained with αSMA to visualize myofibroblasts, and were counterstained with the nuclear dye DAPI. White dashed lines represent the tendon stub. Yellow dashed lines represent the bridging tissue between the tendon stubs. White arrows represent blood vessels. **B.** Cell density of *a*SMA*+* cells overtime. Significance was set to p<0.05. **** represents p<0.0001. N = 3–5 per timepoint.

By D7 post-surgery, there were virtually no αSMA*+* myofibroblasts in the healing tendons **(Fig 2A and 2B).** However, from D14 to D21, there was a substantial increase in αSMA*+* cells in the healing tendon with nearly all αSMA*+* cells actively expressing *Scx* **(Fig 2A and 2B)**. At D28 and D35 post-surgery, *aSMA+* cells persisted, and *Scx* expression was retained, however, the presence of *aSMA+* was markedly reduced relative to D14 and D21 **(Fig 2A and 2B).** Finally, by D42, there were no *aSMA+* cells in the injured tendons **(Fig 2A and 2B).** In terms of the adult *Scx*^*LinAdult*^ contribution to myofibroblast fate, some *a*SMA*+*cells were derived from the adult *Scx*^*LinAdult*^ population between D14 and D35 post-surgery **(S1 Fig)**, though this population represents only a small fraction of myofibroblasts.

### Healing DTR^ScxLin^ tendons exhibit deficits in structural mechanical and material properties

To define the requirement of the broad *Scx*^*Lin*^ cell pool during the proliferative phase of tendon healing, we utilized the *Scx-Cre+; Rosa-DTR*^*F/+*^ (DTR^ScxLin^) mice to deplete *Scx*^*Lin*^ cells between D14 and D18 post-surgery. For controls, we utilized the *Scx-Cre-; Rosa-DTR*^*F/+*^ (WT). All mice received 5 consecutive local injections of Diphtheria Toxin (DT) in the injured tendon area and were harvested at D28 post-surgery **(Fig 3A).**

**Fig 3:**
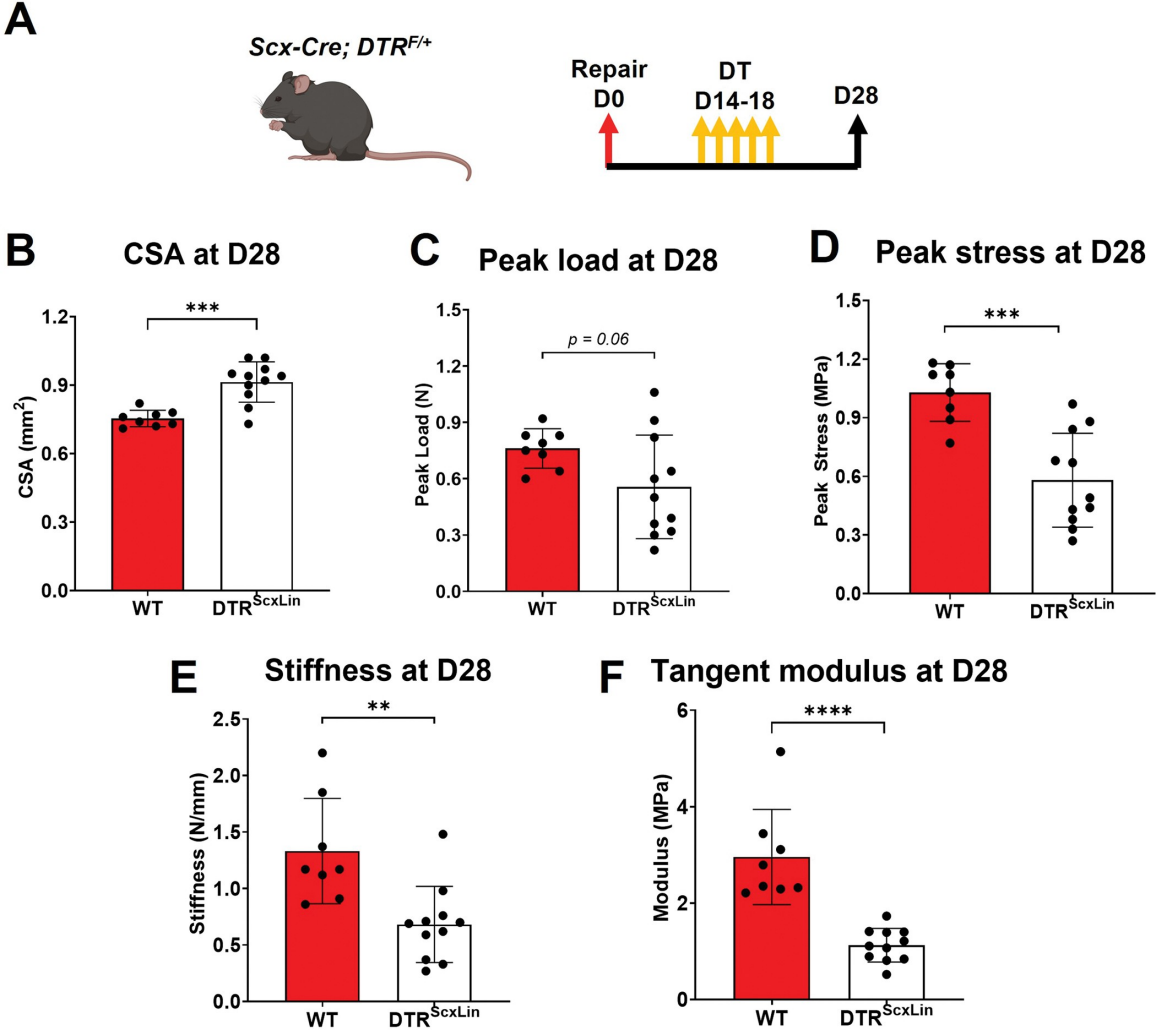
DTR^ScxLin^ tendons exhibit significant deficits in biomechanical properties. **A.** Schematic of the mouse model used and experimental timeline. CSA **(B)**, peak load **(C)**, peak stress **(D)**, stiffness **(E)**, and tangent modulus **(F)** of the the D28 DTR^ScxLin^ vs WT tendons. Student’s t-test was utilized for statistical testing. N = 8–11 per genotype. **:p<0.01; ***:p<0.001; ****:p<0.0001.

We have previously shown that intact DTR^ScxLin^ and WT FDL tendons exhibit no changes in biomechanical properties [7]. To assess whether *Scx*^*Lin*^ cells are required to restore tendon biomechanical properties during the proliferative healing phase, we quantified structural mechanical properties (peak load, stiffness) and material properties (peak stress, tangent modulus) **(Fig 3B–3F).** DTR^ScxLin^ tendons exhibited a 21.33% (p<0.001) increase in CSA compared to WT littermates **(Fig 3B)**. The peak load of DTR^ScxLin^ tendons exhibited a trending decrease (p = 0.06) compared to WT **(Fig 3C)**. The peak stress of DTR^ScxLin^ tendons was significantly decreased by 43.63% (p<0.001) compared to WT littermates **(Fig 3D).** As for stiffness, DTR^ScxLin^ tendons demonstrated a significant 48.72% decrease (p<0.01) compared to WT **(Fig 3E).** Finally, DTR^ScxLin^ tendons had a 61.94% (p<0.0001) decrease in tangent modulus compared to WT repairs **(Fig 3F).** Collectively, these data suggest that *Scx*^*Lin*^ cells are required for restoration of tendon biomechanics during healing.

### Bulk RNA-seq reveals enrichment of pathways related to ECM synthesis and organization, cell-matrix adhesion, and cellular proliferation in DTR^ScxLin^ tendons

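RNA was sequenced from FDL tendons of 3 DTR ScxLin and 3 WT mice at D28 post-surgery, with 1 tendon per library. DTR ScxLin mice carry the diphtheria toxin receptor in *Scx* Lin cells, which were depleted with 5 daily injections of 100 ng DT from D14 to D18. The sample titles count the 28 days from depletion, and the paper's time is used here. The authors cleaned single-end reads, counted them on genes with featureCounts and deposited the counts without normalization, together with a second table of the same counts divided by 1 DESeq2 size factor per library. The paper's text does not name the aligner, genome build, annotation or strand setting, so genes are given by symbol without coordinates. The counts summed to 45184255, 47570157 and 44104578 in WT replicates 1 to 3 and to 47125566, 48854310 and 42744138 in DTR ScxLin replicates 1 to 3. From there, edgeR's quasi-likelihood test with TMM normalization was applied to the 17496 of 53819 listed genes that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment. Normalized counts are TMM-normalized counts at the mean library size, presented as mean ± SD.

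*Scx*, whose lineage was depleted 10 or more days before harvest, had 2656 ± 433 normalized counts (SD, n = 3) in WT tendons and 3471 ± 62.3 (SD, n = 3) in DTR ScxLin tendons. The log2 fold change was 0.39 with a standard error of 0.12 and an adjusted p = 0.371 from edgeR's quasi-likelihood test, although each DTR ScxLin library was above each WT library. *Tnmd* had 61705 ± 13041 normalized counts (SD, n = 3) in WT and 76170 ± 15925 (SD, n = 3) in DTR ScxLin tendons, and the groups overlapped (log2 fold change 0.30, standard error 0.21, adjusted p = 0.609 from the same test). A list of 15 tendon cell marker genes had a median log2 fold change of 0.29, with 13 of the 15 genes higher (adjusted p = 0.00103 over 20 gene lists, from limma's camera with a preset inter-gene correlation of 0.01). Without DTR ScxLin replicate 1 this median was 0.16, and with skeletal muscle and keratinocyte levels as covariates, chosen after the data were seen, it was 0.10. Under fry, which takes the correlation between genes from these libraries, 1 of the 20 lists, cartilage and bone, had an adjusted p under 0.05, and with a correlation estimated in camera none had.

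The libraries differed in transcripts of other tissues. A list of 30 skeletal muscle genes held 3.13%, 2.87% and 2.26% of the counts of WT replicates 1 to 3, and 0.392%, 2.76% and 0.737% of the counts of DTR ScxLin replicates 1 to 3. Its median log2 fold change was -1.19 over the 6 libraries, -2.35 without DTR ScxLin replicate 2 and -0.77 without DTR ScxLin replicate 1. A keratinocyte list held 0.311% and 0.198% of the counts of WT replicates 1 and 2, 0.0302% in DTR ScxLin replicate 3, and at most 0.00124% in the other libraries. The first principal component of log2 CPM, with 60.2% of the variance, did not part the genotypes. It was 80.52, 65.82 and -43.22 in WT replicates 1 to 3 and -67.62, -47.95 and 12.44 in DTR ScxLin replicates 1 to 3. The libraries with the most keratinocyte transcripts, WT replicates 1 and 2 and DTR ScxLin replicate 3, had the highest values. *Xist* had 49303 counts in WT replicate 2 and 53828 and 54082 in DTR ScxLin replicates 2 and 3, against at most 4 in the other libraries. The Y-linked *Ddx3y* had 4460 and 3341 counts in WT replicates 1 and 3, 4982 in DTR ScxLin replicate 1, and 0 in the other libraries.

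**Figure D1:**
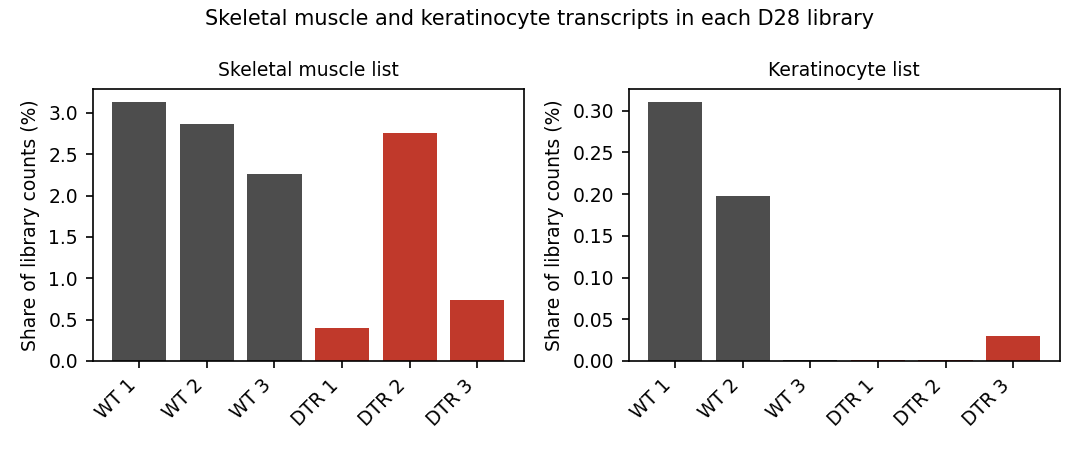
Share of each library's counts, in percent, on a skeletal muscle list (left) and a keratinocyte list (right), with 1 bar per library, WT in grey and DTR ScxLin (DTR) in red. DTR ScxLin replicates 1 and 3 had 0.392% and 0.737% on the muscle list, and WT replicates 1 and 2 had the highest shares on the keratinocyte list.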

To better define the biological mechanisms associated with impaired healing in DTR^ScxLin^ tendon repairs, we performed bulk RNA-seq and assessed changes in the transcriptomic profile between DTR^ScxLin^ and WT tendons at D28. *Scx*^*Lin*^ cell depletion between D14-18 post-surgery resulted in a significant transcriptomic shift of healing tendons with 197 genes significantly increased and 269 genes significantly decreased in DTR^ScxLin^ compared to WT tendons **(Fig 4A–4C).** GO analysis via *Enrichr* identified multiple biological pathways that were significantly enriched in the DTR^ScxLin^ tendons based on the upregulated genes **(Fig 4D).** In specific, there were three main pathways enriched related to ECM (*TGF-β regulation of ECM* and *Collagen biosynthesis and modifying enzymes)*, cell-ECM adhesion (*Focal adhesion*, *ECM-receptor interaction)*, and cell mitosis/proliferation (*Cell cycle*: *G1/S Check point)* **(Fig 4D).**

**Fig 4:**
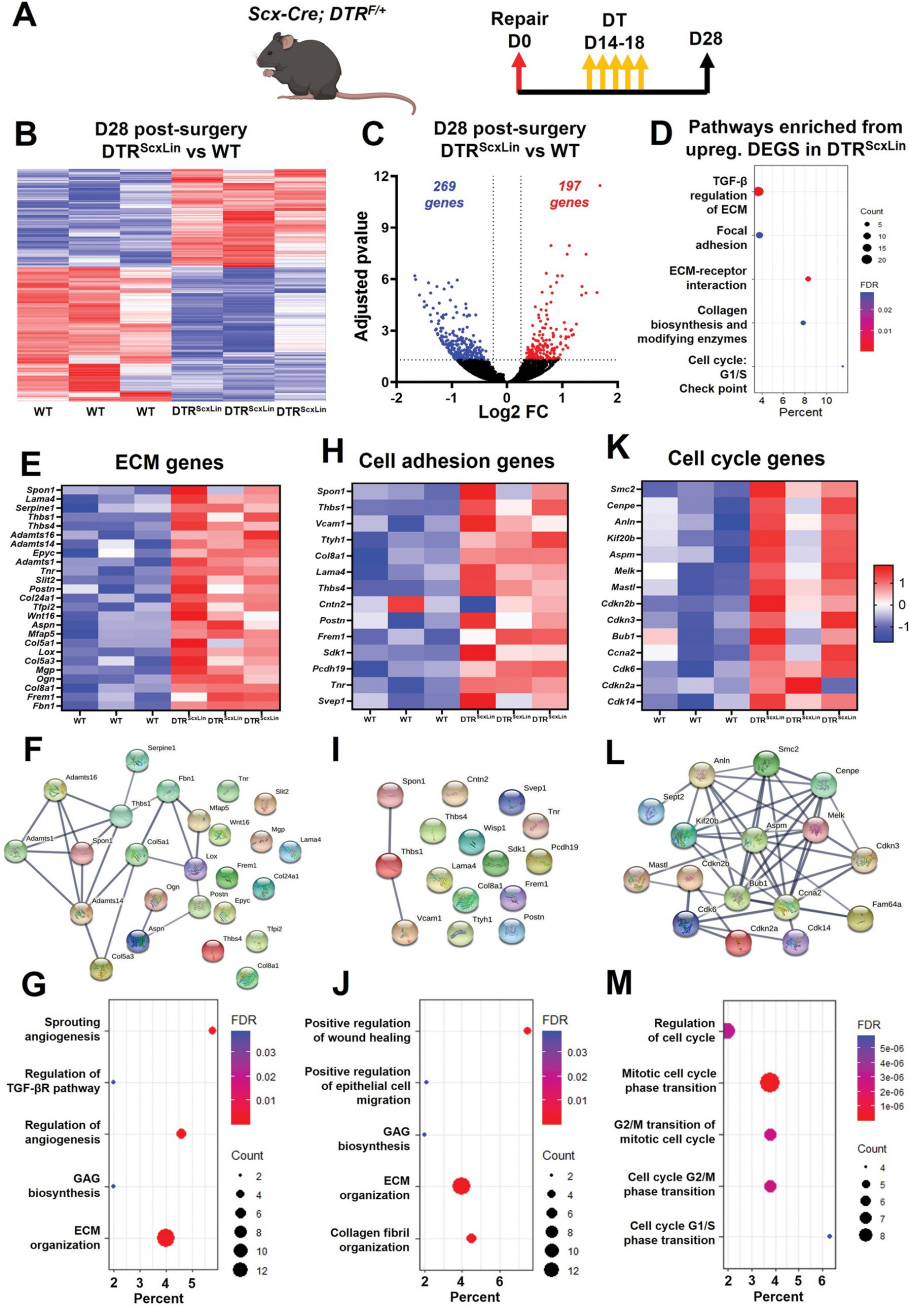
DTR^ScxLin^ tendons exhibit enriched biological pathways related to ECM synthesis and organization, cell-ECM receptor interaction, and cellular mitosis/proliferation. **A.** Schematic of the mouse model used and timeline for tendon surgeries, DT injections, and tissue harvesting. **B.** Heatmap of all significantly different genes between D28 DTR^ScxLin^ and WT tendons. **C.** Volcano plot of all the significantly different genes between D28 DTR^ScxLin^ and WT tendons. **D.** Enriched biological pathways from the upregulated genes in D28 DTR^ScxLin^ relative to WT tendons. **E.** Heatmap with all the ECM **(E)**, cell adhesion **(F)**, and cell cycle **(G)** genes significantly upregulated in D28 DTR^ScxLin^ tendons. **H.** Protein-protein communication of all the ECM **(H)**, cell adhesion **(I)**, and cell cycle **(J)** genes significantly upregulated in D28 DTR^ScxLin^ tendons. N = 3 per genotype.

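At an adjusted p under 0.05, edgeR's quasi-likelihood test called 0 genes higher and 0 genes lower in DTR ScxLin than in WT tendons, and the smallest adjusted p was 0.199. At an unadjusted p under 0.05, 965 genes were higher and 953 lower, where 875 in all are the mean chance number for this many calibrated tests. That number varies widely where genes vary together. Splits of the 6 libraries into 3 and 3 other than the real one gave between 157 and 1291 genes. DESeq2's Wald test on the same counts called 197 genes higher and 269 lower at an adjusted p under 0.05 among 17564 genes. Of these 466 genes, edgeR tested 461, fitted all 461 in the same direction and gave 456 of them an unadjusted p under 0.05. In 183 of the 197 genes each DTR ScxLin library was above each WT library, and in 230 of the 269 genes each was below. These genes were selected for a difference on the same libraries, so the 5% that chance gives in 1 direction for unselected genes is no measure for them. Among the genes edgeR tested, 16.8% had no overlap between the groups in either direction, where chance gives 10% on average. The shrunken log2 fold changes of the 466 genes ranged from -1.26 to 1.46. When DTR ScxLin replicate 2 was left out, edgeR called 103 genes higher and 441 lower, and with each of the other libraries left out in turn it called 0, with 994 to 2351 genes at an unadjusted p under 0.05.

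Among the genes called by DESeq2 with at least 50 normalized counts on average and no overlap between the groups, the highest edgeR log2 fold change was that of *Cdkn2a* at 3.21 (standard error 0.59), followed by *Myh3* at 2.03 (0.62), *Mest* at 1.98 (0.30), *BC065403* at 1.90 (0.28) and *Cxcl3* at 1.86 (0.58). Without DTR ScxLin replicate 1, *Cxcl3* was at 0.95. The most negative were *Retnla* at -3.74 (standard error 0.66), *Gbp10* at -3.25 (0.64), *Cfd* at -2.53 (0.59), *Gm50221* at -2.47 (0.69) and *Agt* at -2.47 (0.44). *Gbp10* belongs to a family of similar genes between which the counting could have split reads. edgeR's adjusted p-values for these 10 genes lay between 0.199 (*BC065403*) and 0.414 (*Myh3*).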

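Pathways were examined with the 873 Reactome mouse sets that had 10 to 500 tested genes, in place of the sets in Enrichr. By camera on the edgeR data, 54 sets were higher and 26 lower in DTR ScxLin tendons at an adjusted p under 0.05. Without DTR ScxLin replicate 1 the total of 80 sets was 45. It was 33 with the skeletal muscle level as a covariate and 12 with the keratinocyte level added, fits chosen after the data were seen. Of the 10 splits of the 6 libraries into 3 and 3, 5 gave at least 80 sets, the real one included. The number of sets therefore does not mark the genotype. These sets were tested with the preset inter-gene correlation of 0.01 and not with fry. The 55 genes of collagen biosynthesis and modifying enzymes had a median log2 fold change of 0.28 (adjusted p = 0.000303 by camera). The 217 genes of extracellular matrix organization had a median of 0.13 (adjusted p = 0.0301 by camera), and the 73 genes of integrin cell surface interactions one of 0.14 (adjusted p = 0.126 by camera). The 387 genes of the mitotic cell cycle had a median of 0.087 (adjusted p = 0.000461 by camera), and the 98 genes of the G1/S transition one of 0.10 (adjusted p = 0.0125 by camera). Other related sets did not pass. The 57 genes of G1/S DNA damage checkpoints had a median of 0.043 (adjusted p = 0.656 by camera). The mitotic G2 and G2/M phases had one of 0.066 (adjusted p = 0.0986 by camera), and ECM proteoglycans one of 0.21 (adjusted p = 0.234 by camera). Since edgeR called no gene higher, the hypergeometric test was applied to the 197 genes called by DESeq2, against the 17564 genes with an adjusted p. Extracellular matrix organization held 13 of them (adjusted p = 0.000981), integrin cell surface interactions 6 (adjusted p = 0.0275) and collagen biosynthesis and modifying enzymes 5 (adjusted p = 0.0464). The same sets also held 9, 5 and 3 of the 269 genes called lower (adjusted p = 0.252, 0.252 and 0.505 by the same test). The mitotic cell cycle held 7 and the G1/S transition 0, both with an adjusted p of 1.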

Genes related to each enriched pathway were identified after screening all the significantly upregulated genes in DTR^ScxLin^ tendons using *StringDB*. 

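All 25 ECM genes of Fig. 4E passed the filter on low counts. They include 20 genes of the collagen, collagen enzyme, proteoglycan and matrix glycoprotein lists (*Spon1*, *Lama4*, *Thbs1*, *Thbs4*, *Adamts14*, *Epyc*, *Tnr*, *Slit2*, *Postn*, *Col24a1*, *Aspn*, *Mfap5*, *Col5a1*, *Lox*, *Col5a3*, *Mgp*, *Ogn*, *Col8a1*, *Frem1* and *Fbn1*). Each of the 25 was higher in each DTR ScxLin library than in each WT library, where chance gives 1.25 such genes in an unselected list. Their log2 fold changes ranged from 0.45 (*Lama4*) to 1.23 (*Col8a1*), with a median of 0.74, and their mean normalized counts from 87.6 (*Tnr*) to 324639 (*Thbs4*). *Col8a1* rose from 7366 ± 1748 normalized counts (SD, n = 3) in WT to 17325 ± 516 (SD, n = 3) in DTR ScxLin tendons, and *Fbn1* from 48491 ± 4827 to 80901 ± 2828 (SD, n = 3 each). *Lox* had 59605 ± 1295 in WT and 94216 ± 9480 in DTR ScxLin tendons (SD, n = 3 each). Smaller margins were found for *Spon1*, with 20899 to 23989 normalized counts in WT and 24879 in DTR ScxLin replicate 2, and for *Col5a1*, with 59099 in WT replicate 3 and 64164 in DTR ScxLin replicate 2. In edgeR's quasi-likelihood test 0 of the 25 had an adjusted p under 0.05 over all genes tested (0.199 to 0.398), and all 25 had an unadjusted p under 0.05. Adjusted over the list alone, all 25 were under 0.05. The study chose these genes on the same libraries, so neither the count over the list alone nor the count without overlap is independent evidence. DESeq2 called 25 of the 25, and edgeR called 10 without DTR ScxLin replicate 2.

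**Figure D2:**
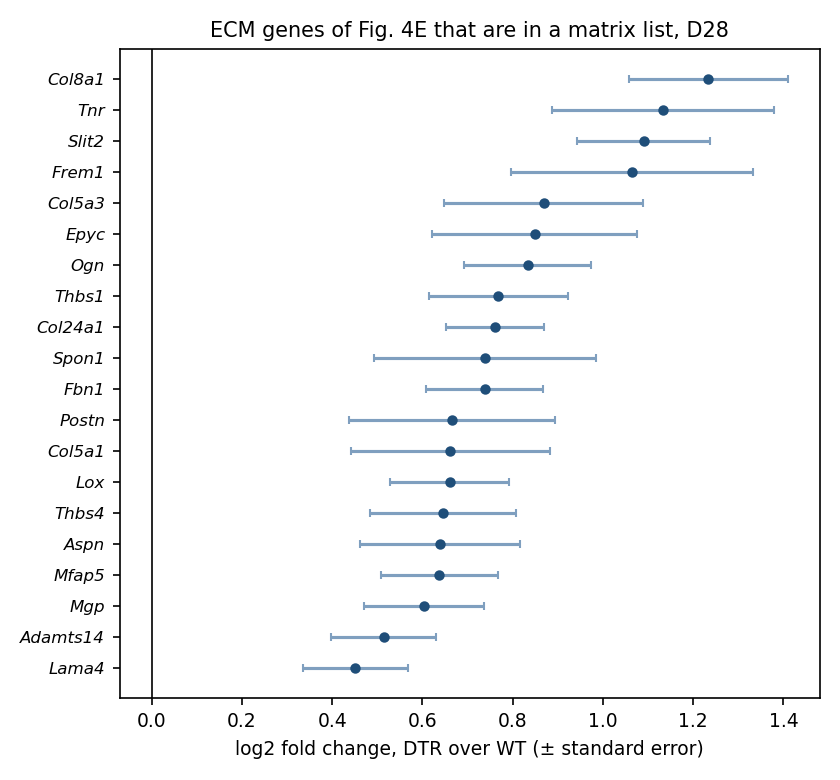
Log2 fold change (x axis) of the 20 ECM genes of Fig. 4E that belong to a matrix list, between DTR ScxLin (DTR) and WT tendons, from edgeR, with bars of 1 standard error. The points lie between 0.45 (*Lama4*) and 1.23 (*Col8a1*).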

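The 14 cell adhesion genes of Fig. 4H were *Spon1*, *Thbs1*, *Col8a1*, *Lama4*, *Thbs4*, *Postn*, *Frem1*, *Tnr*, *Vcam1*, *Ttyh1*, *Cntn2*, *Sdk1*, *Pcdh19* and *Svep1*, of which the first 8 are also drawn in Fig. 4E. The median log2 fold change was 0.72. *Ttyh1* changed most, from 225 ± 47.6 normalized counts (SD, n = 3) in WT to 732 ± 215 (SD, n = 3) in DTR ScxLin tendons, a log2 fold change of 1.70 with a standard error of 0.25. *Vcam1* had 3361 ± 415 in WT and 5094 ± 1066 in DTR ScxLin tendons (SD, n = 3 each). In 13 of the 14 genes each DTR ScxLin library was above each WT library, against 0.7 by chance in an unselected list. The exception was *Cntn2*, with 44.6, 65.9 and 45.7 normalized counts in WT replicates 1 to 3 and 194, 63.1 and 163.3 in DTR ScxLin replicates 1 to 3. None of the 14 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test over all genes tested, where the values ran from 0.199 to 0.400, and all 14 had an unadjusted p under 0.05. All 14 also passed when adjusted over the list alone. The study drew the list from these libraries, so neither count is independent evidence. DESeq2 called all 14, and edgeR called 5 without DTR ScxLin replicate 2. *Ccn4*, drawn in Fig. 4I under its former symbol *Wisp1*, had a log2 fold change of 0.68 (standard error 0.17, adjusted p = 0.329 from edgeR's test).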

For the ECM-related pathway, a total of 25 genes were identified and were expressed at significantly higher levels in all three different biological groups in DTR^ScxLin^ compared to WT tendons **(Fig 4E).** To assess any potential interactions between the ECM-related genes, *StringDB* was utilized and it was found that many of those genes do interact with each other (e.g. *Serpine1*, *Adamts16*, *Fbn1*, *Mfap5*, *Lox*, *Col5a1*, *Thbs1*, *Adamts1*, *Spon1*, *Adamts14*, *Col5a3*, *Postn*, *Aspn*, and *Ogn)* while other ECM-related genes did not exhibit interactions with the rest of the genes (e.g. *Thbs4*, *Epyc*, *Col8a1*, *Col24a1*, *Lama4*) **(Fig 4F).** Finally, GO analysis identified pathways related to *angiogenesis*, *regulation of TGFβ receptor pathway*, *biosynthesis of glycosaminoglycans (GAGs)*, and *ECM organization* were significantly enriched in DTR^ScxLin^ repairs **(Fig 4G).** Regarding the second main pathway enriched (*cell-ECM adhesion*, ***Fig 4D)***, a total of 14 genes were identified **(Fig 4H)**. Analysis of the interaction of those proteins with each other showed that only *Spon1*, *Thbs1*, and *Vcam1* seem to have some interaction with each other **(Fig 4I)**. GO analysis identified pathways related to *positive regulation of wound healing and epithelial cell migration*, *GAG biosynthesis*, *ECM organization*, and *collagen fibril organization* significantly enriched in DTR^ScxLin^ tendons **(Fig 4J)**. 

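The cell cycle genes of Fig. 4K (*Smc2*, *Cenpe*, *Anln*, *Kif20b*, *Aspm*, *Melk*, *Mastl*, *Cdkn2b*, *Cdkn3*, *Bub1*, *Ccna2*, *Cdk6*, *Cdkn2a* and *Cdk14*) had a median log2 fold change of 0.85. The smallest was that of *Cdk6*, at 0.48 (standard error 0.10), with 1905 ± 174 normalized counts in WT and 2650 ± 170 in DTR ScxLin tendons (SD, n = 3 each). *Cdkn2a*, which encodes inhibitors of the cell cycle, had 13.2, 6.59 and 17.7 normalized counts in WT replicates 1 to 3 and 184, 47.8 and 116 in DTR ScxLin replicates 1 to 3. The inhibitor gene *Cdkn2b* had 211 ± 9.52 in WT and 500 ± 178 in DTR ScxLin tendons (SD, n = 3 each). In all, 9 of the genes had each DTR ScxLin library above each WT library, against 0.7 by chance in an unselected list. In the other 5, *Cenpe*, *Kif20b*, *Melk*, *Bub1* and *Ccna2*, DTR ScxLin replicate 2 was within the WT range. *Ccna2*, for example, had 985 normalized counts in DTR ScxLin replicate 2 and 1061 in WT replicate 1, but 1587 and 1728 in DTR ScxLin replicates 1 and 3. Over all genes tested, edgeR's adjusted p lay between 0.268 and 0.401 and none of the 14 passed 0.05, while all 14 had an unadjusted p under 0.05. All 14 passed when adjusted over the list alone, but the genes were again picked on these libraries, so neither this count nor that without overlap is independent evidence. DESeq2 called all 14, and edgeR called 10 of them without DTR ScxLin replicate 2. *Septin2* and *Pimreg*, drawn in Fig. 4L as *Sept2* and *Fam64a*, had log2 fold changes of 0.37 (standard error 0.11) and 1.08 (standard error 0.30).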

Finally, for *cell mitosis/proliferation* (**Fig 4D**), screening using *StringDB* identified a total of 14 genes **(Fig 4K)**. Interaction analysis demonstrated that all the cell mitosis related genes interact with each other, suggesting that they all follow the same mechanisms for cellular proliferation **(Fig 4L)**. GO analysis identified pathways related to *regulation of cell cycle*, *mitotic cell cycle phase transition*, *G1/S and G2/M transition of mitotic cell cycle* were significantly enriched for DTR^ScxLin^ tendons **(Fig 4M)**.

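A set of 3 further lists, which shared no gene with Fig. 4K, gave the cell cycle more broadly. The 50 genes of a G2/M list had a median log2 fold change of 0.70, and all 50 were fitted higher in DTR ScxLin tendons (adjusted p = 6.36e-19 by camera, 0.235 by fry). Relative to the WT mean, the mean log2 CPM of this list was 0.37, -0.13 and -0.24 in WT replicates 1 to 3 and 0.90, 0.10 and 0.85 in DTR ScxLin replicates 1 to 3, so that DTR ScxLin replicate 2 was within the WT range. *Mki67* overlapped in the same way, with 3665, 2397 and 2013 normalized counts in WT and 4973, 2580 and 4992 in DTR ScxLin replicates 1 to 3. With 1 library left out, the G2/M median stayed between 0.53 and 0.94, and it was 0.19 with the libraries' skeletal muscle level as a covariate, a fit chosen after the data were seen. The 40 genes of an S phase list had a median of 0.26, with 37 higher (adjusted p = 1.05e-06 by camera, 0.178 by fry), and each DTR ScxLin library was above each WT library. Without WT replicate 2 the S phase median was 0.17, and with the muscle and keratinocyte levels as covariates, also chosen after the data were seen, it was 0.14 and the list was still called by camera. The 38 genes of a G1/S checkpoint list had a median of 0.12, with 29 higher (adjusted p = 0.00338 by camera, 0.178 by fry), and 0.07 without DTR ScxLin replicate 1. With the muscle covariate the G1/S median was 0.0674 and the list was no longer called (adjusted p = 0.172 by camera). The paper reasons that the ECM, adhesion and mitosis pathways enriched in DTR ScxLin tendons at D28 belong to the proliferative phase in which the cells were depleted. It proposes that healing had stagnated around that time. Its further evidence is a comparison of WT libraries at D14 and D28 in S2 Fig. It also cites the likeness of D28 DTR ScxLin tendons to published D14 WT tendons in morphology and biomechanics. These were not analysed here.

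**Figure D3:**
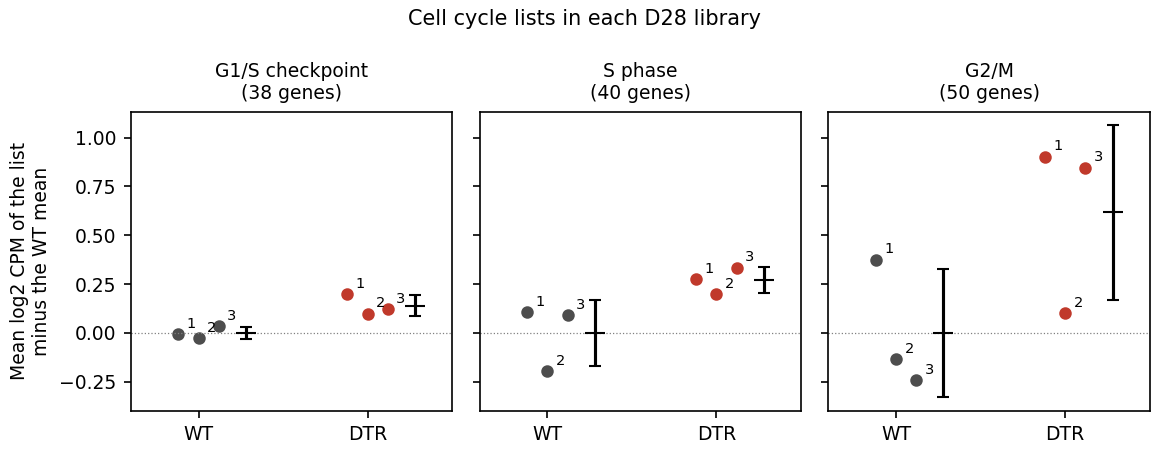
Mean log2 CPM of the genes of 3 cell cycle lists in each library, minus the mean of the WT libraries. Points are libraries with their replicate number, and bars give the mean ± SD of each group (n = 3). In the G2/M list DTR ScxLin (DTR) replicate 2, at 0.10, lies below WT replicate 1, at 0.37.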

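The most abundant collagen transcripts varied between DTR ScxLin libraries. *Col1a1* had 454158, 495276 and 527433 normalized counts in WT replicates 1 to 3 and 766467, 434832 and 647953 in DTR ScxLin replicates 1 to 3, and the groups overlapped (log2 fold change 0.32, standard error 0.23, adjusted p = 0.618 from edgeR's quasi-likelihood test). *Col1a2* overlapped as well (0.32, standard error 0.21). *Col3a1* had 665235 ± 61793 normalized counts (SD, n = 3) in WT and 968809 ± 231992 (SD, n = 3) in DTR ScxLin tendons, without overlap (0.54, standard error 0.22, adjusted p = 0.447). Over 41 collagen genes, of which 4 are drawn in Fig. 4, the median log2 fold change was 0.31, with 28 genes higher and 13 lower (adjusted p = 0.0035 by camera, 0.313 by fry). The mean log2 CPM of the list did not rise, at 0.08, -0.20 and 0.11 in DTR ScxLin replicates 1 to 3 relative to the WT mean against -0.08 to 0.08 in WT. The median was 0.12 without DTR ScxLin replicate 1 (adjusted p = 0.0619 by camera), 0.46 without DTR ScxLin replicate 2, and -0.10 with the libraries' skeletal muscle level as a covariate, a fit chosen after the data were seen. The 30 genes of a collagen enzyme list (hydroxylases, chaperones, procollagen proteases and lysyl oxidases), of which 2 are drawn in Fig. 4, had a median of 0.25, with 26 higher (adjusted p = 9.04e-08 by camera, 0.178 by fry), and one of 0.16 without DTR ScxLin replicate 1. *Plod2*, which is in this list, overlapped between the groups (0.28, standard error 0.17). With the muscle covariate *Col1a1* was at -0.17, *Col1a2* at -0.0221 and *Plod2* at -0.0073, and with a keratinocyte covariate added the enzyme list had a median of 0.0161.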

Taken together, these data suggest that D28 DTR^ScxLin^ tendons actively synthesizing ECM molecules related to wound closure. In parallel, there is cell proliferation (potentially of *Scx*^*Lin*^ cells [26]) in the healing DTR^ScxLin^ tendons that may be an attempt to increase cell density and to further aid in the wound closure. Such pathways are usually enriched when a tissue is within the proliferative healing phase [27–30]. Considering that *Scx*^*Lin*^ cell depletion was performed between D14-18 post-surgery, which is firmly in the proliferative phase, these data suggest that there is a stagnation of the healing response around the time of depletion (D14-18).

To validate that the healing response of D28 DTR^ScxLin^ tendons was stalled in a manner consistent with the molecular program of the proliferative phase, we conducted additional analysis of bulk RNA-seq data from our previously published study [7] from WT tendons at D14 post-surgery (proliferative phase) compared to WT at D28 post-surgery (remodeling phase) **(S2 Fig)**. GO analysis of enriched pathways and biological processes based on all genes that were significantly increased in the D14 post-surgery (proliferative phase), showed that pathways and biological processes related to ECM synthesis and organization, cell-ECM adhesion, and cell proliferation/ mitosis were significantly activated **(S2A–S2J Fig)**.

### Bridging matrix of DTR^ScxLin^ tendons exhibits less mature collagen fibrils and high amount of proteoglycans and glycoproteins

To better understand the morphological features that occur concomitant with mechanical deficits and transcriptional shifts in DTR^ScxLin^ healing tendons, we performed Alcian Blue Hematoxylin Orange Green (ABHOG) staining and it revealed that indeed, the bridging tissue of D28 DTR^ScxLin^ tendons exhibited an impaired matrix quality compared to D28 WT tendons **(Fig 5B)**. More specifically, DTR^ScxLin^ tendons exhibited thinner and more immature collagen fibrils, and increased staining of proteoglycans/glycoproteins (PGs/GPs) compared to WT tendons **(Fig 5B)**, consistent with our bulk RNA-seq data **(Fig 4)**. 

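In the RNA, the 30 tested genes of a proteoglycan list had a median log2 fold change of 0.08, with 19 higher and 11 lower (adjusted p = 0.147 by camera), and medians of 0.18 without WT replicate 3 and about 0 (-0.0033) without DTR ScxLin replicate 1. The list holds 3 genes, *Aspn*, *Epyc* and *Ogn*, that are drawn in Fig. 4E. *Ogn* had 19213 ± 1736 normalized counts in WT and 34245 ± 4692 in DTR ScxLin tendons, and *Aspn* 79839 ± 10551 and 124375 ± 20202 (SD, n = 3 each). The abundant *Dcn* (306826 ± 25339 and 314502 ± 53570) and *Fmod* (260607 ± 37642 and 231109 ± 21749) overlapped between the groups (SD, n = 3 each). The 84 genes of a matrix glycoprotein list, 12 of which are drawn in Fig. 4, had a median of 0.17, with 52 higher and 32 lower (adjusted p = 1.54e-05 by camera, 0.178 by fry). The mean of this list was higher in each DTR ScxLin library than in each WT library, but its median was 0.04 without DTR ScxLin replicate 1. With the skeletal muscle level as a covariate, chosen after the data were seen, the medians were -0.07 for the proteoglycans and 0.0074 for the glycoproteins. *Comp* overlapped between the groups, with 40214 ± 7172 normalized counts in WT and 35515 ± 5363 in DTR ScxLin tendons (SD, n = 3 each).

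**Figure D4:**
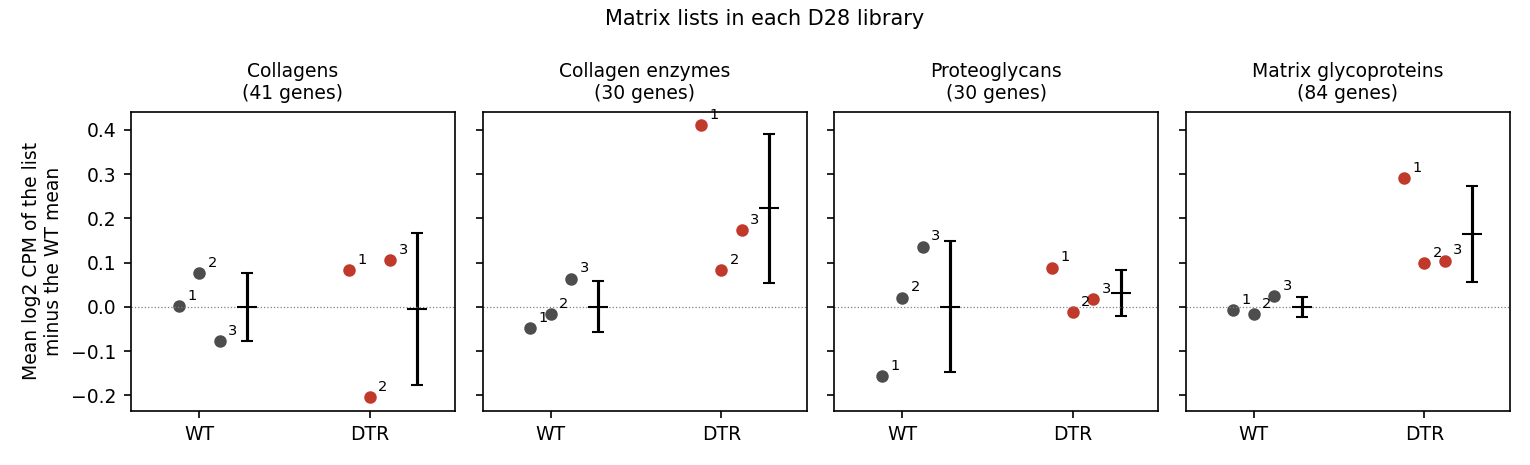
Mean log2 CPM of the genes of 4 matrix lists in each library, minus the mean of the WT libraries. Points are libraries with their replicate number, and bars give the mean ± SD of each group (n = 3). The groups overlap for the collagens and proteoglycans and not for the collagen enzymes and matrix glycoproteins, and DTR ScxLin (DTR) replicate 1 is highest in the latter pair, at 0.41 and 0.29.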

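*Postn* had 137322 ± 26940 normalized counts (SD, n = 3) in WT and 217742 ± 50339 (SD, n = 3) in DTR ScxLin tendons. The log2 fold change was 0.67 with a standard error of 0.23, and the adjusted p was 0.398 in edgeR's quasi-likelihood test and 0.0364 in DESeq2's Wald test. The closest libraries were WT replicate 1, with 161648, and DTR ScxLin replicate 2, with 169961. *Thbs4* had 253130 ± 14439 (SD, n = 3) in WT and 396149 ± 45019 (SD, n = 3) in DTR ScxLin tendons, with a log2 fold change of 0.65, a standard error of 0.16, and an adjusted p of 0.307 in edgeR's and 5.94e-05 in DESeq2's test. For both genes each DTR ScxLin library was above each WT library, which is the smallest result that an exact two-sided permutation test of 3 against 3 allows (p = 0.1). With each library left out in turn, the log2 fold change stayed between 0.48 and 0.82 for *Postn* and between 0.55 and 0.72 for *Thbs4*. With the muscle and keratinocyte covariates the values were 0.29 and 0.47.

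**Figure D5:**
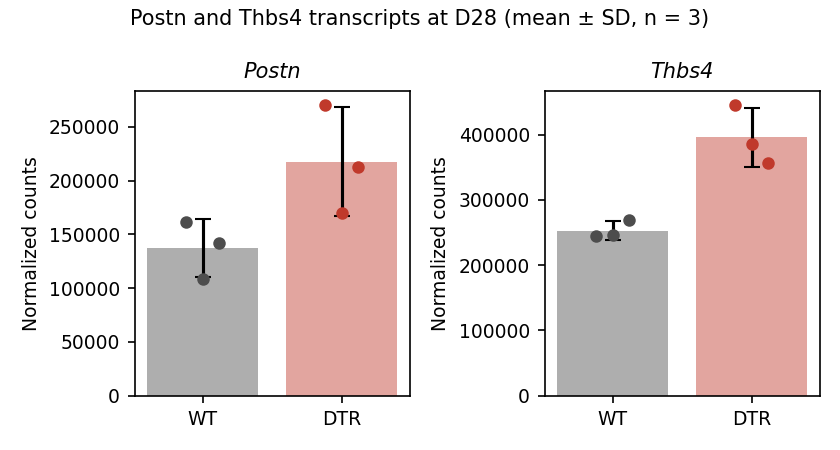
Normalized counts of *Postn* (left) and *Thbs4* (right) in WT and DTR ScxLin (DTR) tendons at D28. Bars and error bars show mean ± SD (n = 3) and points the libraries. *Thbs4* ranged from 244005 to 269777 in WT and from 357219 to 445448 in DTR ScxLin tendons.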

SHG imaging further validated the absence of mature collagen fibrils in DTR^ScxLin^ tendons relative to WT repairs **(Fig 5C).** Periostin (Postn) and Thrombospondin 4 (Thbs4) were among the significantly upregulated PGs/GPs in DTR^ScxLin^ tendons repairs relative to WT controls **(Fig 5E and 5H).** Immunofluorescence demonstrated significantly increased Postn **(Fig 5D and 5E)** and Thbs4 **(Fig 5F and 5G)** expression occurred in DTR^ScxLin^ tendons repairs relative to WT **(Fig 5D).** Taken together, these data suggest that *Scx*^*Lin*^ cells are required during the proliferative healing phase for matrix synthesis and maturation/remodeling, and their absence substantially impairs the composition, structure, and function of during tendon healing.

**Fig 5:**
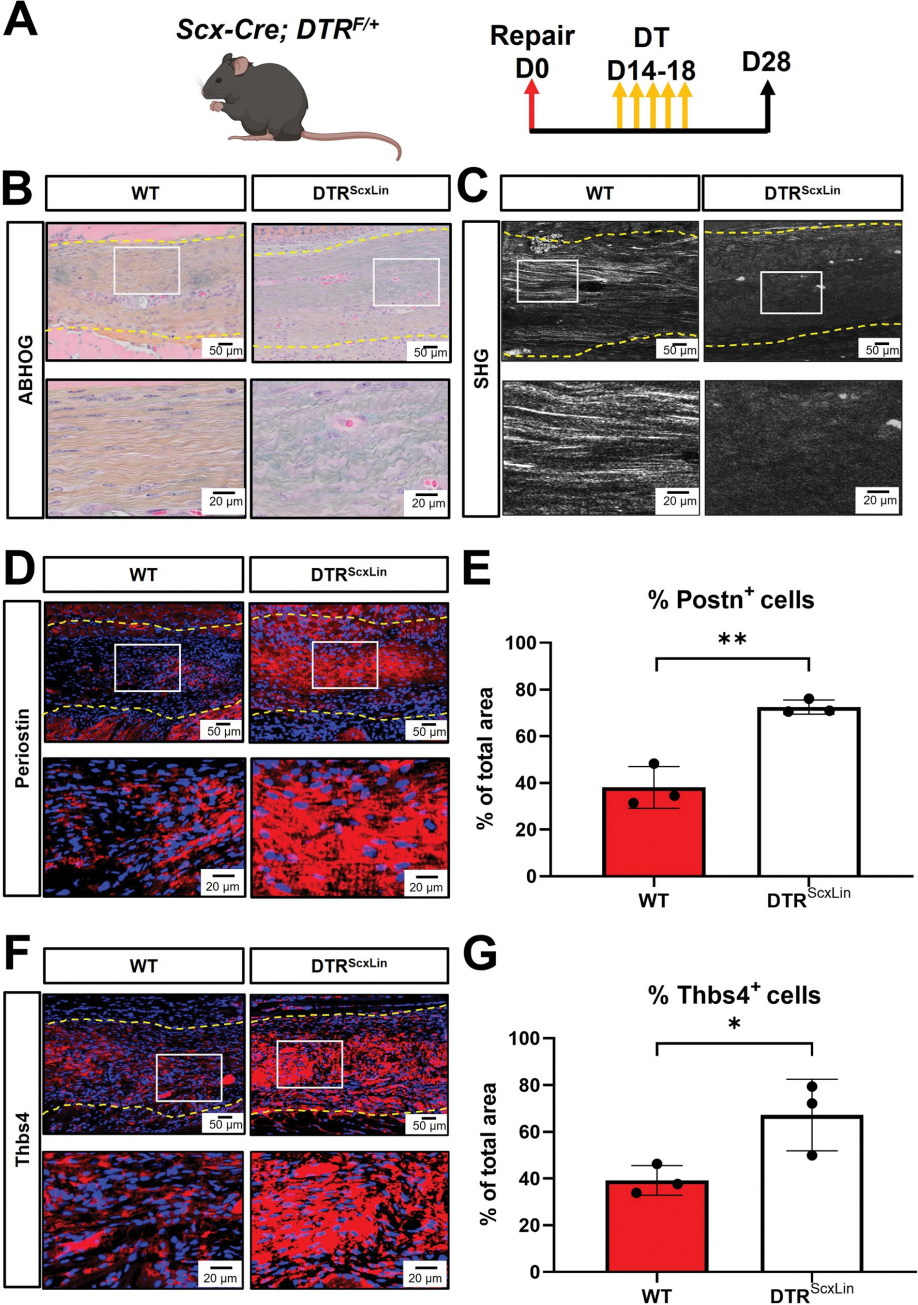
DTR^ScxLin^ tendons exhibit an immature bridging matrix tissue at D28 post-surgery. **A.** Schematic of the mouse model used and timeline for tendon surgeries, DT injections, and tissue harvesting. **B.** ABHOG staining to visualize the structure and organization of the healing DTR^ScxLin^ vs WT tendons. **C.** SHG imaging to visualize mature collagen fibrils in the healing DTR^ScxLin^ vs WT tendons. **D.** Periostin staining (red) of D28 DTR^ScxLin^ vs WT tendons. **E.** Quantification of Periostin+ immunostaining area in the D28 DTR^ScxLin^ vs WT tendons. **F.** Thrombospondin 4 staining (red) of D28 DTR^ScxLin^ vs WT tendons. **G.** Quantification of Thrombospondin 4 + immunostaining area in the D28 DTR^ScxLin^ vs WT tendons. Nuclei are stained with DAPI (blue). N = 3 per genotype.

### DTR^ScxLin^ tendons fully restore their biomechanical properties by D56 post-surgery

To investigate whether the structure-function deficits during healing following *Scx*^*Lin*^ depletion (at D14-18) are transient or permanent, healing tendons were harvested for biomechanical testing at D56 post-surgery (late remodeling healing phase) **(Fig 6A).**

**Fig 6:**
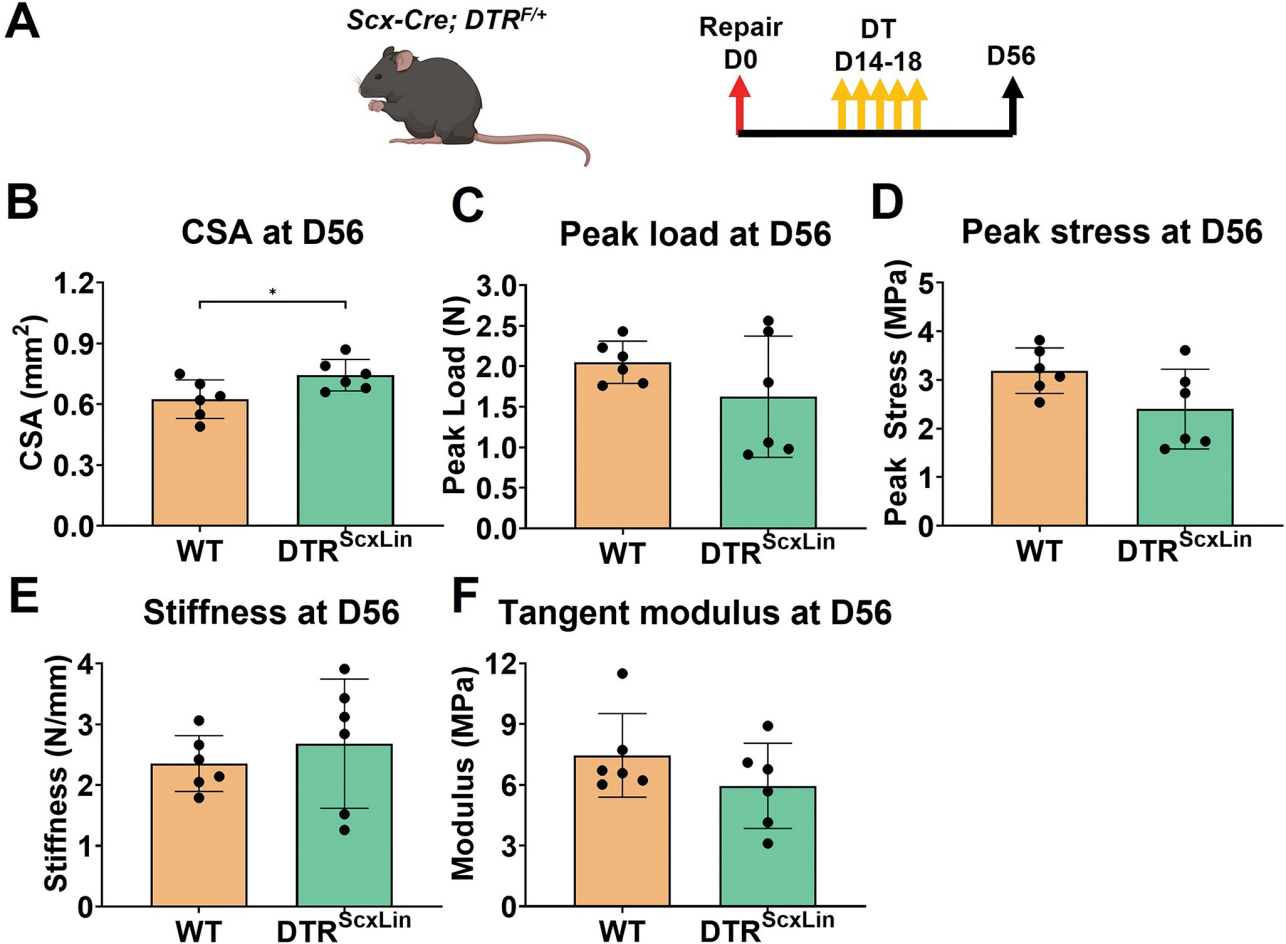
DTR^ScxLin^ tendons fully restore biomechanical propertes by D56 post-surgery. **A.** Schematic of the mouse model used and timeline for tendon surgeries, DT injections, and tissue harvesting. CSA **(B)**, peak load **(C)**, peak stress **(D)**, stiffness **(E)**, and tangent modulus **(F)** of the the D56 DTR^ScxLin^ vs WT tendons. Student’s t-test was utilized for statistical testing. N = 6 per genotype. **:p<0.01; ***:p<0.001; ****:p<0.0001.

DTR^ScxLin^ tendons exhibited a 17.74% (p<0.05) increase in CSA compared to WT littermates **(Fig 6B)**. The peak load, peak stress, stiffness, and tangent modulus of DTR^ScxLin^ tendons were not significantly different (p>0.05) compared to WT **(Fig 6C–6F).** These data suggest that in the long-term DTR^ScxLin^ tendons are able to restore structural mechanical and material properties during healing, however the retained increase in CSA suggests a potential lack in further remodeling of the scar tissue.

## Discussion

Here, we first characterized the dynamics of two major subpopulations of the broad *Scx*^*Lin*^ cell pool (adult *Scx*^*LinAdult*^ and *Scx*^*GFP*^ cells) during tendon healing, and established that new *Scx+* cells are continuously added to the overall *Scx*^*Lin*^ pool from the early proliferative (D7) to the remodeling phase (D28) of healing. Next, we also demonstrated the dynamics αSMA+ myofibroblasts and their relationship to *Scx*^*GFP*^ *(*cells actively expressing *Scx* at the time of harvest*)* cells throughout healing. Almost all αSMA myofibroblasts retained *Scx* expression for the duration of myofibroblast presence during healing, suggesting a potential requirement for Scx expression to maintain myofibroblast fate. No αSMA^+^ myofibroblasts were identified during homeostasis (prior to injury) [7]. Next, we investigated the function of a subset of the broad *Scx*^*Lin*^ pool by inducibly depleting *Scx*^*Lin*^ cells during the proliferative phase and found that *Scx*^*Lin*^ cells are required for ECM synthesis, organization, and restoration of tendon biomechanics. Strikingly, we found that *Scx*^*Lin*^ depletion from D14-18 caused a temporary stagnation of the healing response, stalling DTR^ScxLin^ tendons in the proliferative phase of healing even at D28 post-surgery. However, this stagnation was temporary such that by D56, mechanical properties were restored to the same level as WT repairs, suggesting that DTR^ScxLin^ tendons underwent successfully through the remodeling phase.

Disrupting tendon homeostasis via acute injury and repair resulted in significant shifts in the cell environment. By D7, *Scx*^*LinAdult*^*-; Scx*^*GFP*^*+* cells that expressed *Scx* in response to injury, were the predominant population in the healing tendons. Although their source is not clear, it could be from the *Scx*^*LinAdult*^*-;Scx*^*GFP*^*-* population that is present during homeostasis. Indeed, recent findings from our lab and others have identified multiple tenocytes during homeostasis that do not express *Scx* but express markers related to wound healing and ECM synthesis [14,15,26,31]. Another alternative source could be epitenon-derived cells that migrate into the healing tendon. Indeed, we previously identified multiple *Scx-* epitenon cell subpopulations in healthy FDL tendons [14].

*Scx*^*LinAdult*^*-; Scx*^*GFP*^*+* cells were identified as the predominant population between D7 and D14. Previously, we have shown that during these timepoints, the initital bridging tissue that connects the tendon stubs is formed by *Scx*^*Lin*^ cells [8,26]. From D14 to D28 post-surgery (proliferative and remodeling phase), the proportion of *Scx*^*LinAdult*^*-; Scx*^*GFP*^*+* cells was reduced, while the *Scx*^*LinAdult*^*+; Scx*^*GFP*^*+* population continuously expanded. Taken together, these data suggest that *Scx*^*LinAdult*^*-; Scx*^*GFP*^*+* and *Scx*^*LinAdult*^*+; Scx*^*GFP*^*+* cells may have distinct functions during tendon healing. More specifically, *Scx*^*LinAdult*^*-; Scx*^*GFP*^*+* cells may be responsible for synthesizing the initial bridging scar tissue. In contrast, *Scx*^*LinAdult*^*+; Scx*^*GFP*^*+* cells may be responsible for remodeling and organization of the bridging scar tissue.

Myofibroblasts demonstrated a transient presence, peaking in the proliferative phase (D21), decreasing during the remodeling phase (D28 through D35), and fully resolving by the later remodeling phase (D42).

During their presence in healing tendons, almost all myofibroblasts were *Scx+* and retained their *Scx* expression until they were resolved, suggesting that *Scx* expression is required for αSMA myofibroblast maintenance during tendon healing. In support to this finding, previous studies in cardiac fibroblasts have shown that *Scx* expression is both required and necessary for the synthesis of αSMA protein and conversion of fibroblasts to myofibroblasts [32–35]. In specific, Bagchi *et al*., utilized an *in vitro* system for *Scx* gain- or loss- of function in primary cardiac fibroblasts and their effect on αSMA expression [35]. They found that *Scx* knockdown reduced αSMA expression and incorporation into stress fibers while overexpression of *Scx* resulted in further induction of αSMA expression and production of stress fibers [35]. Moreover, we found that almost none of the *a*SMA^*+*^ cells were derived from the *Scx*^*LinAdult*^ cells at any timepoint post-surgery, similar to our previous findings [8].

To understand the requirements for the broad *Scx*^*Lin*^ cell population during the proliferative healing phase, we depleted these cells between D14 and D18 post-surgery and found that these cells are important for restoration of structure, composition, and function in healing tendons. In specific, the bridging matrix tissue of D28 DTR^ScxLin^ tendons was characterized by immature collagen fibrils, increased expression of multiple ECM glycoproteins and proteoglycans, and reduced structural mechanical and material properties. These data suggest that *Scx*^*Lin*^ cells play a key role in both the synthesis and remodeling of the ECM in the bridging tissue. In accordance to our findings, multiple studies have previously assumed that *Scx*^*Lin*^ cells are required during tendon healing for ECM synthesis, organization, and wound clousure [8,9,17,18,36]. However, in this study, we directly tested and identified the requirements of *Scx*^*Lin*^ cells during tendon healing.

GO analysis from bulk RNA-seq at D28 post-surgery demonstrated that pathways and biological processes related to ECM synthesis and organization, cell-ECM adhesion, and cell proliferation/mitosis were significantly enriched in DTR^ScxLin^ tendons. Interestingly, such pathways and biological processess are typically upregulated when tissues are going through the proliferative healing phase [27–30]. Indeed, GO analysis of bulk RNA-seq data between WT D14 (proliferative phase) and WT D28 (remodeling phase) post-surgery timepoints, revealed that pathways and biological mechanisms related to ECM synthesis and organization, cell-ECM adhesion, and cell proliferation/mitosis were significantly enriched in the D14 post-surgery tendons. In addition to the transcriptomic data, both the morphology and biomechanics of the D28 DTR^ScxLin^ tendons were almost identical with those of D14 WT tendons that we have previously published in separate studies [7,14,22,37,38]. Taking into account that *Scx*^*Lin*^ depletion was performed between D14-18 post-surgery, which is firmly in the proliferative phase, it suggests that with depletion, DTR^ScxLin^ tendons had become stagnant during healing, essentially stalling the healing process in the proliferative phase at least through D28 post-surgery. Next, we examined the long-term ability of DTR^ScxLin^ tendons to restore the healing process to that of WT. Indeed, at D56 post-surgery, DTR^ScxLin^ tendons were able to fully restore both their structural mechanical and material properties in the same levels as D56 WT tendons. This suggests that DTR^ScxLin^ tendons eventually progressed through the normal stages of healing including tissue remodeling, and suggests great plasticity of the healing process even when disrupted during the proliferative phase.

This study is not without limitations. First, although we distinguished between adult *Scx*^*Lin*^ and *Scx*^*GFP*^ cells during the different healing phases (D7 through D42 post-surgery), this depletion model targets both of these subpopulations. As such, it not possible to further decipher the requirements of specific subpopulations of cells in the overall *Scx*^*Lin*^ pool (e.g., roles of only the adult *Scx*^*Lin*^ cells) with this model. Previous efforts to deplete cells actively expressing *Scx* by using the inducible *Scx-Cre*^*ERT2*^ crossed to Rosa-DTA [39] mice resulted in insufficient recombination. Thus, in order to deplete specific subpopulations of *Scx*^*Lin*^ cells in a temporally-dependent manner, future work could utilize *Scx-Cre*^*ERT2*^;Rosa-DTR mice, although this model requires both TMX and DT administration, and discrepencies in labelling vs. depletion may be observed. Another limitation is the inability to quantify depletion efficiency at different timepoints post-surgery, as we have not included a *Scx*-reporter. Finally, by D56 post-surgery, although we showed restoration of the biomechanics of DTR^ScxLin^ tendons relative to WT, we do not have histological analysis of that timepoint. In the future, we are planning to assess histologically D56 DTR^ScxLin^ and WT groups.

Taken together, in this study, we first demonstrated in detail the dynamics of two major subpopulations of the broad *Scx*^*Lin*^ pool (adult *Scx*^*Lin*^ and *Scx*^*GFP*^ cells) during the entire tendon healing course. We next found that *Scx* expression is required for myofibroblast maintenance and in parallel provided clear evidence of the spatial and temporal presence of active myofibroblasts during tendon wound healing. Next, we directly tested the role of *Scx*^*Lin*^ cells by depleting them in the proliferative healing phase and found that they are required to produce and remodel ECM, as well as to restore tendon biomechanics. Their absence resulted in a temporary stagnation of healing response, though, long-term, DTR^ScxLin^ tendons eventually healed to the same extent as WT repairs.

## Supporting information

S1 Fig Temporal dynamics of *Scx^LinAdult^* cells and αSMA myofibroblasts during tendon healing A. Schematic of the mouse model used and timeline for tamoxifen injections, tendon surgeries, and tissue harvesting. **B.** Hind paws from *Scx-Cre*^*ERT2*,*Ai9*^ mice were probed for Red Fluorescence Protein (RFP) to visualize *Scx*^*LinAdult*^ cells, and αSMA-FITC to visualize myofibroblasts. All samples were counterstained with the nuclear dye DAPI. N = 3–5 per timepoint.
(TIF) Click here for additional data file.

S2 Fig FDL tendons in the proliferative phase exhibit enriched biological pathways related to ECM synthesis and organization, cell-ECM receptor interaction, and cellular mitosis/proliferation compared to FDL tendons in the remodeling phase. **A.** Schematic of the mouse model used and timeline for tendon surgeries, DT injections, and tissue harvesting. **B.** Volcano plot of all the significantly different genes between D28 vs D14 WT tendons. Enriched pathways **(C)** and biological processess **(D)** between D28 vs D14 WT tendons. **E.** Protein-protein communication of all the ECM **(E)**, cell adhesion **(G)**, and cell cycle **(I)** genes between D28 vs D14 WT tendons. Enriched pathways related ECM **(F)**, cell adhesion **(H)**, and cell cycle **(J)** between D28 vs D14 WT tendons.
(TIF) Click here for additional data file.

S1 Table (TIFF) Click here for additional data file.

S2 Table (TIFF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

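The data were bulk RNA-seq libraries of FDL tendons from 3 DTR ScxLin and 3 WT mice at D28 post-surgery, 1 tendon per library, prepared from 200 ng total RNA. The paper states that the libraries were made with the TruSeq Stranded mRNA kit. The sample labels name this kit and add a SMARTER mRNA-Seq kit. Whether the counting used strand is stated in neither the methods nor the labels, so overlapping and antisense genes are uncertain. The authors demultiplexed the reads, cleaned them with FastP, counted them per gene with featureCounts and deposited the counts as whole numbers without normalization. The authors also deposited a signal table of normalized counts, and each of its columns was checked to be the count column divided by 1 constant, which equals the DESeq2 median-of-ratios size factor (from 0.973 to 1.06). Each column was named for a genotype and a replicate number and was matched to its sample by the labels. The genotypes, times and replicates came from the labels and the paper.

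The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Of 53819 listed genes, 30758 had a count in at least 1 library, and 17496 passed filterByExpr with the genotype as group. TMM factors, dispersions and a robust quasi-likelihood fit with the genotype as the single term gave log2 fold changes, standard errors (the absolute log2 fold change divided by the square root of F) and p-values, adjusted by Benjamini and Hochberg with a threshold of 0.05. The rule for named genes, written at the start, took the genes named in the results or drawn in Fig. 4, *Scx* and *Tnmd*, members of reported gene lists, and in each direction the 5 genes with the largest log2 fold change among those called, with a mean of at least 50 normalized counts and no overlap between groups. Since edgeR called no gene, the last part was applied with DESeq2's adjusted p, which was chosen after the values were seen. A total of 20 gene lists were written at the same time (S phase, G2/M, G1/S checkpoint, collagens, collagen enzymes, proteoglycans, matrix glycoproteins, matrix receptors, TGF-beta responsive, tendon cell markers, myofibroblast, skeletal muscle, macrophage and myeloid, lymphoid, endothelial, erythroid, adipocyte, keratinocyte, Schwann, cartilage and bone) and 5 more afterwards (epidermal, second muscle, senescence-associated, imprinted growth and resident macrophage genes). The lists were tested with camera at a preset inter-gene correlation of 0.01 and with fry. Reactome sets came with fgsea 1.28.0, and 6998 of their 7111 Entrez gene numbers were matched to symbols through a RefSeq gene table. Enrichr, StringDB and their sets were not used here.

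Between 42744138 and 48854310 counts per library were on genes, and the most abundant gene held at most 2.54% of a library. Replicate libraries of a group were compared by a chi-square test of their counts, which gave between 40.9 and 211 per degree of freedom, far above sampling noise, so none was counted as a duplicate. Counting noise was therefore small beside the differences between animals, and n = 3 limits the precision. The tests were tested on simulated data with the means, library sizes and dispersions of the 17496 genes, with 200 genes changed by a log2 fold change of 1 or 2 in either direction. edgeR's quasi-likelihood test recovered 120 of the 193 changed genes it tested, with 7 false calls among 17201 genes, and DESeq2 recovered 145 of 199, with 57 false calls among 17460 genes. A list of 40 genes shifted by 1 was called by camera and 0 of the other 19 lists were. In 5 simulations of 17496 genes with no difference, edgeR called at most 4 genes and DESeq2 between 23 and 51.

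The alternatives tried were DESeq2 (with and without a shrunken log2 fold change beyond 0.25), limma-voom with and without library quality weights, RLE, upper quartile and library size normalization, no filter on low counts, at least 10 counts in every library, the replicate number as a block, each library left out in turn, the deposited normalized counts as log2(value + 1) in limma, removal of the skeletal muscle list, fry, camera with estimated correlation, and list members with at least 50 normalized counts on average. After the data were seen, a likelihood ratio test, edgeR's exact test, a fit without the robust option, covariates for muscle and keratinocyte transcripts, and removal of a trend on transcript length and GC content (from GENCODE vM21 transcripts, which matched 97.8% of the tested genes by symbol) were added. The published D14 WT libraries of S2 Fig, the staining and the biomechanics were not analysed here. A gene drawn in Fig. 4E is not reported here by name.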

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

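The edgeR and DESeq2 tests and the fits that left out a library were fixed before the data were examined. Their use on these genes and the other tests in this part were chosen after the result was seen. Genes that the paper does not discuss were higher in DTR ScxLin than in WT tendons. By the rule for named genes, applied to the genes DESeq2 called higher outside Fig. 4, these were *Myh3* (log2 fold change 2.03), *Mest* (1.98), *BC065403* (1.90), *Cxcl3* (1.86) and *Slc27a6* (1.81). edgeR's quasi-likelihood test gave them adjusted p-values from 0.199 to 0.414, and DESeq2 from 3.55e-12 to 0.0472. In each, the DTR ScxLin libraries were above the WT libraries, but the genes were picked for that. *Mest* rose from 3173 ± 296 to 12515 ± 4667 normalized counts, *Myh3* from 761 ± 256 to 3113 ± 1792, *BC065403* from 32.4 ± 8.03 to 121 ± 11.8, *Cxcl3* from 22.1 ± 5.2 to 80.6 ± 65.8, and *Slc27a6* from 27.8 ± 5.47 to 97.3 ± 33.5 (SD, n = 3 each).

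A smaller share of muscle and skin transcripts raises the shares of all other genes together before normalization. TMM is meant to take such a common shift out, and the median log2 fold change of all tested genes was 0.0082. Genes that followed the muscle or keratinocyte list held at most 14.4% and at least 5.58% of a library, which allows a rise of 0.14 on the log2 scale, and the smallest of the 5 log2 fold changes was 1.81. This argues against a common shift by dilution as the whole cause. The genes were picked for large rises, and the bound does not address which tissue each sample held. With any 1 library left out, *Myh3*, *Mest*, *BC065403* and *Slc27a6* stayed at 1.59 or higher, which argues against a single library as the cause for these 4 genes. *Cxcl3* was at 0.95 without DTR ScxLin replicate 1, which had 157 normalized counts while the other DTR ScxLin libraries had 41.1 and 44.2. The gene was selected for having no overlap, and WT replicate 3 had 28.1, so for *Cxcl3* a single library cannot be told apart from the genotype. *Myh3*, an embryonic myosin gene, was higher in DTR ScxLin replicates 2 and 3 (4560 and 3669) than in replicate 1 (1109). The skeletal muscle list has the same order, with 0.392%, 2.76% and 0.737% in DTR ScxLin replicates 1 to 3. Muscle content may therefore be part of the variation of *Myh3* among these libraries. The WT libraries had 510 to 1022 normalized counts of *Myh3* with 2.26% to 3.13% on the muscle list. Their lower *Myh3* thus did not come with less muscle. An effect of the depletion stays open and was not tested apart from the genotype.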

How the results depend on the processing

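The tests added after the data were seen are the likelihood ratio test, edgeR's exact test, the fit without the robust option, the muscle and keratinocyte covariates and the trend removal. All other alternatives were fixed before the data were examined.

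The number of genes called depended on the test, on the filter and on a single library. edgeR's quasi-likelihood test called 0 genes in each direction, with 1918 at an unadjusted p under 0.05. DESeq2 called 197 higher and 269 lower (197 and 268 with a shrunken log2 fold change beyond 0.25), and 25, 14 and 14 of the genes of Fig. 4E, 4H and 4K. Without a filter on low counts, edgeR called 45 higher and 38 lower, all 83 of them also called by DESeq2, and 10, 4 and 3 of the genes of Fig. 4E, 4H and 4K. The likelihood ratio test called 44 and 65 (6, 4 and 2 of Fig. 4E, 4H and 4K), and the exact test 40 and 60 (6, 4 and 1). Across the 6 fits that each left out one library, from 0 to 103 genes were called higher and from 0 to 441 lower, with from 0 to 10 of Fig. 4E, from 0 to 5 of Fig. 4H and from 0 to 10 of Fig. 4K. In each case the upper value was the fit without DTR ScxLin replicate 2, and the other 5 fits called 0. Of those 544 genes, 184 were also called by DESeq2. limma-voom, quality weights, RLE, upper quartile and library size normalization, at least 10 counts in every library, the deposited normalized counts, removal of the muscle list, the fit without the robust option and the covariates called 0 genes. In these fits between 993 and 2994 genes had an unadjusted p under 0.05.

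*Postn* and *Thbs4* kept their direction under each alternative. They passed the threshold with DESeq2 (0.66 and 0.65) and in no other fit. With both covariates their log2 fold changes were 0.29 and 0.47.

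The replicate numbers do not pair the samples: the deviations of same-numbered libraries correlated at -0.19, -0.15 and -0.68. A fit with the replicate block called 0 genes higher and 1 lower and brought the macrophage and myeloid list (0.12) past camera's threshold. It changed no other call among the 20 lists and the named genes. Single Reactome sets and the 5 added lists are not covered by this.

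Set tests depended on how the correlation between genes was handled. Under fry and under camera with an estimated correlation, the S phase (0.26), G2/M (0.70), collagen (0.31), collagen enzyme (0.25), matrix glycoprotein (0.17), tendon cell marker (0.29) and skeletal muscle (-1.19) lists kept these medians and were no longer past the threshold. Their adjusted p was between 0.178 and 0.313 under fry and between 0.299 and 0.371 with the estimated correlation. Of the other 11 lists, 8 were called by camera, 1 under fry and 0 with the estimated correlation. Leaving out one library moved the medians over ranges of 0.17 to 0.32 (S phase), 0.53 to 0.94 (G2/M), 0.12 to 0.46 (collagens), 0.16 to 0.33 (collagen enzymes), -0.0033 to 0.18 (proteoglycans), 0.04 to 0.23 (matrix glycoproteins), -0.0561 to 0.0534 (matrix receptors), 0.16 to 0.37 (tendon cell markers) and -2.35 to -0.77 (skeletal muscle). The collagen list lost its call without DTR ScxLin replicate 1 (0.12), the proteoglycan list was at -0.0033 in that fit, and the matrix receptor list was positive without WT replicate 1, 2 or 3 (0.009, 0.0132 and 0.0534). Among the other lists, the lymphoid median ranged from -0.41 to 0.12, the macrophage and myeloid median from -0.0208 to 0.19 and the endothelial median from -0.18 to 0.0101, with sign changes for the lymphoid list without DTR ScxLin replicate 3 (0.12) and WT replicate 1 (0.0317), for macrophages without WT replicate 2 and for endothelium without WT replicate 3. *Dcn*, close to 0 throughout, was negative without DTR ScxLin replicate 2 (-0.1057) and WT replicate 1 (-0.0037).

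With the muscle level as a covariate, the collagen (-0.10), proteoglycan (-0.07) and TGF-beta responsive (-0.0742) lists, *Col1a1* (-0.17), *Col1a2* (-0.0221) and *Plod2* (-0.0073) changed sign, and the matrix glycoprotein (0.0074), skeletal muscle (-0.10) and G1/S checkpoint (0.0674) lists lost their call. The G2/M median was 0.19 in this fit and remained past camera's threshold. With the keratinocyte level as a covariate, the matrix receptor (0.0278) and keratinocyte (0.14) lists and *Dcn* (-0.0862) changed sign, and the TGF-beta responsive list (0.1673) lost its call. With both, the collagen (-0.13), proteoglycan (-0.12), matrix glycoprotein (-0.026) and TGF-beta responsive (-0.126) lists, *Col1a1* (-0.19) and *Col1a2* (-0.0767) changed sign, and the collagen enzyme (0.0161), tendon cell marker (0.10), skeletal muscle (-0.11), G1/S checkpoint (0.0516) and keratinocyte (-0.74) lists lost their call. The endothelial list was called with each covariate and with both (-0.2126, -0.1471 and -0.2149), and the lymphoid list with the muscle level (-0.5538) and with both (-0.3842). Muscle level and genotype overlap in these libraries, so the fits divide the same difference between the terms. Other sign changes were those of the matrix receptor list after the length and GC trend was removed (0.0528), of the lymphoid list with at least 10 counts in every library (0.0788) or with at least 50 on average (0.0874), and of *Dcn* with quality weights (-0.0231). The cause was not tested. Among single named genes and the other lists, 1657 comparisons with an alternative kept the direction and the call, 151 gained a call, 21 lost one and the 18 given above changed sign.

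The 80 Reactome sets past the threshold became 123 without a filter, 33 with the muscle covariate and 12 with both covariates, and from 45 (without DTR ScxLin replicate 1) to 107 (without WT replicate 1) with one library left out. Where the skeletal muscle list was removed it has no value. No scaling moved the median log2 fold change of all tested genes by more than 0.1 (0.0082 with TMM, -0.0186 with library size alone). The depth of 42744138 or more counts per library left counting noise small beside the differences between replicates.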

Differences from the paper's values

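The paper reports 197 genes increased and 269 genes decreased in DTR ScxLin tendons, and edgeR's quasi-likelihood test called 0 and 0 at the same adjusted p threshold (1918 genes at an unadjusted p under 0.05). Among the alternatives fixed before the data were examined, DESeq2's Wald test, the tool the paper's methods name, gave 197 and 269, and with a shrunken log2 fold change beyond 0.25 it gave 197 and 268, which closed both gaps. The others did not: without a filter on low counts edgeR called 45 and 38, without DTR ScxLin replicate 2 it called 103 and 441, with the replicate block 0 and 1, and in the remaining fits 0 and 0. The likelihood ratio test (44 and 65) and the exact test (40 and 60), chosen after the values were seen, did not close the gaps.

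The paper reports 25 ECM genes, 14 cell adhesion genes and 14 cell cycle genes as significantly upregulated, and edgeR's quasi-likelihood test called 0, 0 and 0 of them. DESeq2's Wald test called 25, 14 and 14. Without DTR ScxLin replicate 2, edgeR called 10, 5 and 10, so that the gap closed to within 1.5 times for the cell cycle genes alone. Without a filter on low counts it called 10, 4 and 3, and the likelihood ratio and exact tests, chosen after the values were seen, called 6, 4 and 2 and 6, 4 and 1. The other alternatives fixed before the data were examined called none.

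The heatmap of Fig. 4H draws *Cntn2* highest in the second WT tendon and lowest in the first DTR ScxLin tendon. In the deposited counts it had 44.6, 65.9 and 45.7 normalized counts in WT replicates 1 to 3 and 194, 63.1 and 163.3 in DTR ScxLin replicates 1 to 3. The heatmap of Fig. 4K draws *Cdkn2a* highest in the second DTR ScxLin tendon and lowest in the third, and its normalized counts were 184, 47.8 and 116 in DTR ScxLin replicates 1 to 3 and 13.2, 6.59 and 17.7 in WT replicates 1 to 3. The paper relates stronger proteoglycan and glycoprotein staining to its RNA-seq data, and the proteoglycan list as a whole had a median log2 fold change of 0.08 (adjusted p = 0.147 by camera) and the matrix glycoprotein list one of 0.17 (adjusted p = 1.54e-05 by camera), with the mean of the latter higher in each DTR ScxLin library than in each WT library.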

Other observations

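Genotype tests, the original gene lists with camera and fry, and fits leaving out a library were fixed before the data were examined. So were the fits with a minimum of counts. Which of their results to follow up was chosen afterwards. The other tests in this part were chosen after the values they measure had been seen, with some exceptions. Those on the second epidermal and muscle lists were chosen after the pattern they address and before their own values. The same holds for the senescence-associated, imprinted and resident macrophage lists and for the length and GC trend. It also holds for the simulations without a difference and the share of genes that follow the muscle list. The last exception is the counts of splits for the S phase, G2/M, matrix, tendon cell marker and skeletal muscle lists and the Reactome sets.

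The 6 libraries can be split into groups of 3 in 10 ways, so a share under 0.1 cannot be reached. edgeR's count of genes at an unadjusted p under 0.05 (1918) was reached by 1 of the 10 splits, the real one, and the others gave between 157 and 1291. DESeq2's count of 466 genes was reached by 2 of the 10. The other was the split that separates the libraries with keratinocyte transcripts (WT replicates 1 and 2 and DTR ScxLin replicate 3) from the rest, with 480 genes. All 10 reached edgeR's 0 calls, and 5 of the 10 reached the 80 Reactome sets, where the splits other than the real one gave 1 to 174. A camera p as small as that of the genotypes was given by 1 of the 10 splits for the S phase, matrix glycoprotein, tendon cell marker, G1/S checkpoint, erythroid, adipocyte and cartilage and bone lists, by 2 for the G2/M, collagen enzyme and Schwann lists, by 3 for the collagen and myofibroblast lists, by 4 for the skeletal muscle and keratinocyte lists, by 6 for the proteoglycan list, by 7 for the TGF-beta responsive and lymphoid lists, by 8 for the macrophage and myeloid and endothelial lists, and by 9 for the matrix receptor list.

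DESeq2 called 466 genes where edgeR's quasi-likelihood test called none. In counts simulated with the same means and dispersions and no difference, DESeq2 called at most 51 of 17496 genes, which argues against false calls from gene-wise spread as the whole cause. In the simulation with 200 changed genes, 57 of DESeq2's 202 calls were false, which leaves room for false calls among the 466. The simulation has no variation shared between genes, which the real libraries have. The split of the libraries by *Xist* counts gave 23 DESeq2 calls, so a grouping by sex alone did not give as many. The genotype was left unmodelled in that split, which can add spread, and sex was not fitted beside the genotype. A part of the uneven sex of the animals in the difference is therefore not excluded. A likelihood ratio test on the same dispersions called 109 genes, 97 of them also called by DESeq2, so the allowance of the quasi-likelihood test for uncertain dispersions may be part of the difference. A single library may be another part, since edgeR called 544 genes without DTR ScxLin replicate 2 and 0 with each of the others left out. With the muscle and keratinocyte levels as covariates 0 genes were called, and whether uneven tissue content widened the spread cannot be told apart from the loss of 2 degrees of freedom.

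Muscle and skin are candidate sources of part of the variation. On a second epidermal list, 21 of 24 genes were higher in WT replicates 1 and 2 and DTR ScxLin replicate 3 than in the other libraries (median log2 fold change between the genotypes -3.47). The most abundant, *Krt2*, had 59953 and 49910 normalized counts in WT replicates 1 and 2, 5274 in DTR ScxLin replicate 3 and at most 6.23 in the others. On a second muscle list, 24 of 24 were lower in DTR ScxLin replicates 1 and 3 than in the other 4 libraries (median -0.96). *Nrap*, the most abundant, had 2795 and 4042 normalized counts there against 16553 to 20961. Both are consistent with tissue carried along at dissection. Of the 441 genes that edgeR called lower without DTR ScxLin replicate 2, 85.3% followed the skeletal muscle list over the libraries (r above 0.9) and 5.46% of all tested genes did. The 441 genes were selected as low in DTR ScxLin replicates 1 and 3, the libraries with little muscle, which favours such a correlation, so muscle content cannot be told apart from the genotype for these genes. Whether the amount of muscle came with the dissection or with the healing of DTR ScxLin tendons was not tested.

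The G2/M list was higher in DTR ScxLin replicates 1 and 3, the libraries with little muscle. Dilution by muscle and skin allows a rise of 0.14 on the log2 scale before normalization. The list's median of 0.70 and the smallest log2 fold change of the ECM genes of Fig. 4E (0.45) were above it. That argues against a common shift by dilution as the whole cause of either. TMM is meant to take such a shift out, and the ECM genes were selected as higher. The bound does not address which tissue each sample held. After a trend on transcript length and GC content was removed the medians were 0.73 and 0.80, which argues against that trend. A single aberrant library is argued against by the G2/M median, which was at least 0.53 with any 1 library left out. The muscle covariate reduced it to 0.19, and across these 6 libraries the genotype and the muscle level stay partly confounded.

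Other lists that differed by camera were the adipocyte (median -2.16, 13 of 13 lower, adjusted p = 1.21e-15), erythroid (-0.97, 7 of 7 lower), cartilage and bone (-0.52, 10 of 13 lower), Schwann (-0.53, 11 of 12 lower), keratinocyte (-3.07, 13 of 13 lower) and TGF-beta responsive (0.20, 22 of 33 higher) lists. The size of the adipocyte difference depends on genes with few counts. Its median was -1.08 with at least 10 counts required in every library, and -1.38 over the 9 members with a mean of at least 50 normalized counts. The Schwann median was -0.32 without WT replicate 2 and -1.05 without DTR ScxLin replicate 3, the erythroid median -0.63 without WT replicate 3, and the keratinocyte median, which rests on 3 libraries, -12.1 without DTR ScxLin replicate 3. The TGF-beta responsive median was 0.03 without DTR ScxLin replicate 1, where the list was no longer called (adjusted p = 0.482 by camera), and -0.0742 with the muscle covariate, a fit chosen after the data were seen (adjusted p = 0.634). The macrophage and myeloid (0.13), lymphoid (-0.24), endothelial (-0.10) and matrix receptor (-0.03) lists were not called. Single libraries decided their direction. The macrophage and myeloid median was -0.0208 without WT replicate 2, and the list was called without WT replicate 1 (0.19) and DTR ScxLin replicate 3 (0.15). The lymphoid median was 0.12 without DTR ScxLin replicate 3, and the list was called without WT replicate 2 (-0.41) and DTR ScxLin replicate 1 (-0.40). The endothelial median was 0.0101 without WT replicate 3, and the list was called without WT replicate 1 (-0.18). The matrix receptor median was 0.0534 without WT replicate 3. The cartilage and bone list alone also passed fry (adjusted p = 0.0472).

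The genes with the most negative log2 fold changes included *Cfd* (-2.53), *Agt* (-2.47) and *Retnla* (-3.74), which fat tissue expresses. As a hypothesis, the DTR ScxLin libraries held less fat. The adipocyte list without *Cfd* was lower in each DTR ScxLin library than in each WT library, at -2.29, -1.02 and -1.83 against -0.34, 0.20 and 0.15 relative to the WT mean, the highest DTR ScxLin value being -1.02. *Adipoq* had 96.4, 187 and 273 normalized counts in WT replicates 1 to 3 and 17.5, 62.2 and 26.7 in DTR ScxLin replicates 1 to 3. The more abundant *Fabp4* (-0.27) and *Lpl* (-0.0044), which are not specific to fat, moved little, and *Car3* (-1.38) was lowest in DTR ScxLin replicates 1 and 3, the libraries with little muscle. The values are consistent with less fat, and whether it was lost at dissection stays open.

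*Cd163* fell from 2449 ± 301 to 852 ± 327 normalized counts (SD, n = 3 each), together with *Retnla*. A list of 20 other resident macrophage genes was lower in DTR ScxLin tendons (median -0.56, 17 of 20 lower, adjusted p = 2.8e-07 over 5 added lists by camera and 0.227 by fry), with each DTR ScxLin library below each WT library, which is consistent with fewer resident macrophages as a hypothesis. Among its most abundant genes *F13a1* fell (-0.50), while *Gas6* (-0.06), *Colec12* (0.12) and *Stab1* (0.06), which are not specific to macrophages, moved little, and the broader macrophage list did not move with it.

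*Cdkn2a* (3.21) and *Cdkn2b* (1.24), which mark senescent cells as well as cell cycle arrest, were higher in DTR ScxLin tendons together with mitotic genes. A list of 29 other senescence-associated genes had a median of 0.18 (adjusted p = 0.000625 by camera and 0.326 by fry), but DTR ScxLin replicate 1 (0.84) was the 1 library above the WT range, and replicates 2 and 3 were at 0.05 and 0.10 against 0.34 in WT replicate 1. Senescence may therefore be present in that library or absent from the pattern, which these values leave undecided. For *Mest*, 16 other imprinted growth genes had a median of 0.32 (adjusted p = 0.000625 by camera and 0.227 by fry), with DTR ScxLin replicates 2 and 3 above the WT range and replicate 1 within it, which leaves an induction of the imprinted network undecided.

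If DTR ScxLin tendons at D28 had kept the myofibroblasts of the proliferative phase, the myofibroblast list would be higher. It was lower, with a median of -0.52 and 11 of 12 genes lower (adjusted p = 0.00013 by camera, 0.187 by fry). The mean of the list was lower in each DTR ScxLin library than in each WT library, but 3 of the 10 splits gave as small a camera p. The values give no sign of more myofibroblasts. The paper traces most myofibroblasts to the depleted lineage, so the depletion itself could lower the list. The list therefore cannot tell whether healing had stalled in the proliferative phase. Without WT replicate 3 the median was -0.37 and the list was no longer called (adjusted p = 0.0597 by camera). *Acta2* overlapped between the groups (19546 ± 6459 and 15085 ± 4065, SD, n = 3 each). Vessel walls also express these genes, and the RNA of whole tendons does not separate them.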
